# Banzhilian formula alleviates psoriasis-like lesions *via* the LCN2/MMP-9 axis based on transcriptome analysis

**DOI:** 10.3389/fphar.2023.1055363

**Published:** 2023-03-06

**Authors:** Meng Xing, Xiaoning Yan, Jiangtao Guo, Wenbin Li, ZhangJun Li, Chun Dong, Jiao Guo, Keshen Qu, Ying Luo

**Keywords:** psoriasis, Banzhilian formula, Chinese medicine, transcriptomic analysis, RNA sequencing analysis

## Abstract

**Introduction:** Oral Banzhilian formula (BZLF) is effective in the clinical treatment of psoriasis. However, the effectiveness and mechanism of different drug delivery routes deserve further study.

**Methods:** First, we established the mouse model of psoriasis using imiquimod (IMQ), and high-performance liquid chromatography (HPLC) was used for the quality control of BZLF. Secondly, Total RNA Sequencing and bioinformatics analysis were used to explore the regulatory mechanism of BZLF in improving psoriatic lesions. Finally, further verification was based on animal experiments.

**Results:** we externally applied BZLF for skin lesions in an imiquimod-induced psoriasis mouse model and found that BZLF alleviated psoriasis-like skin lesions while inhibiting the expression of Ki67 and inflammatory factors (*Il17a*, *Tnf-α*, *S100a7* and *Cxcl1*) in skin lesions. Transcriptome sequencing results suggested that BZLF inhibited signalling pathways closely related to psoriatic inflammation, such as the IL-17 signalling pathway, chemokine signalling pathway, TNF signalling pathway, and NF-kappa B signalling pathway, and the protein-protein interaction (PPI) network identified LCN2 as one of the core target genes and screened out its regulated downstream gene MMP9.

**Discussion:** Our findings suggest that the anti-psoriatic mechanism of BZLF involved in downregulating the LCN2/MMP-9 axis.

## 1 Introduction

Psoriasis is a chronic inflammatory skin disease with a long course and a tendency to recur. Its clinical manifestations are mainly erythema and scales on the whole body. The prevalence of psoriasis is approximately 0.51%–11.43% (Michalek et al., 2017). The long course of the disease and the high risk of comorbidities, such as cardiovascular disease, tumors, and metabolic syndrome (Fernández-Armenteros et al., 2018; Lee et al., 2019), seriously affect patient health and quality of life, bringing a heavy burden to the social economy (Thomsen et al., 2019). Although biological agents such as interleukin (IL)-17/IL-23 have made certain achievements in recent years (Blauvelt et al., 2022; Thaçi et al., 2022), the treatment of psoriasis still requires the combination of multiple means, especially the application of external medicines. In the guidelines for psoriasis, external medication can be used for both mild psoriasis and for maintenance treatment of psoriasis alone, which is the cornerstone of psoriasis treatment.

Traditional Chinese medicine (TCM) is an important part of complementary and alternative medicine, plays an important role in psoriatic prevention and treatment, and was highlighted in the 2018 edition of the *Guidelines for the Diagnosis and Treatment of Psoriasis in China* (Chinese Medical Association Dermatology Branch Psoriasis Professional Committee, 2019). TCM holds the viewpoint that the principle of external treatment is consistent with the principle of internal treatment. Therefore, a botanical drug in the clinic can be given both orally and externally or in medicated baths. Banzhilian formula (BZLF) is a common TCM prescription for psoriasis that consists of nine traditional Chinese medicinal materials: *Scutellaria barbata* D. Don, *Dictamnus dasycarpus* Turcz., *Cnidium monnieri* (L.) Cuss., *Saposhnikovia divaricate* (Turcz.) Schischk., Cicadae Periostracum, *Dioscorea collettii* var. *hypoglauca* (Palib.) S. J. Pei and C. T. Ting, *Nepeta cataria* L., *Chrysanthemum indicum* L., and *Taraxacum mongolicum* Hand. -Mazz. Previous clinical studies have confirmed that oral BZLF can effectively improve the PASI score and reduce serum levels of TNF-α and VEGF in patients with psoriasis (Li et al., 2014). Although BZLF has a curative effect on psoriasis without significant side effects, the efficacy and mechanism of its external application to treat psoriasis need to be further studied.

RNA sequencing (RNA-seq) is an important tool for transcriptomic research and provides a new method for multicomponent and multitarget research in botanical drugs. Therefore, we used RNA-seq to study the potential mechanism by which BZLF protects against psoriasis by externally applying BZLF to mice with imiquimod (IMQ)-induced psoriasis to provide a more scientific basis for the subsequent development of external medicines for psoriasis.

## 2 Materials and methods

### 2.1 Pharmaceutical composition and plant material of BZLF

The BZLF consists of nine traditional Chinese medicinal materials: *Scutellaria barbata* D. Don [Lamiaceae; *Scutellaria barbata*], *Dictamnus dasycarpus* Turcz. [Rutaceae; Cortex Dictamni], *Cnidium monnieri* (L.) Cusson [Umbelliferae; Fructus Cnidii], *Saposhnikovia divaricata* (Turcz.) Schischk. [Umbelliferae; Saposhnikoviae Radix], Cicadae Periostracum [Cryptotympana pustulata Fabricius; Cicada Slough], *Dioscorea collettii* var. *hypoglauca* (Palib.) S. J. Pei and C. T. Ting [Dioscoreaceae; Dioscorea hypoglauca Palibin], *Nepeta cataria* L. [Lamiaceae; Schizonepeta], *Chrysanthemum indicum* L. [Compositae; wild chrysanthemum], *Taraxacum mongolicum* Hand. -Mazz. [Asteraceae; dandelion]. The ratio is 6:10:5:5:5:5:5:5:5. All materials were extracted, concentrated, dried, and processed into granules. The granules of each material were purchased from Yueyang Hospital of Integrated Traditional Chinese and Western Medicine, Shanghai University of Traditional Chinese Medicine. The granules used in the current study were provided by Sichuan Neo-Green Pharmaceutical Technology Development Co., Ltd. (Sichuan, China).

### 2.2 HPLC

HPLC used a Welch Ultimate PLUS C18 250 × 4.6 mm, 5 μm column; a DAD detector with a 220 nm detection wavelength; a flow rate of 1 mL/min; a sample size of 10 μL at 30 °C. Mobile phase A was 0.2% phosphoric acid aqueous solution; and mobile phase B was 0.1% trifluoroacetic acid acetonitrile. The standard application was as follows: caffeic acid (main active ingredient of *Taraxacum mongolicum Hand*.-Mazz*.*, CAS No. 331-39-5, purity ≥98%), baicalin (main active ingredient of *Scutellaria barbata* D. Don, CAS No. 27740-01-8, purity ≥98%), obakunone (main active ingredient of *Dictamnus dasycarpus* Turcz., CAS No. 751-03-1, purity ≥98%), fraxinellone (main active ingredient of *Dictamnus dasycarpus* Turcz., CAS No. 28808-62-0, purity ≥98%), and osthole (main active ingredient of *Cnidium monnieri* (L.) Cusson, CAS No. 484-12-8, purity ≥98%).

### 2.3 Animals

Male specific-pathogen-free (SPF)-grade BALB/c mice (20–25 g body weight, 5–6 weeks old) were provided by the Shanghai Medical Experimental Animal Center (SCXK Shanghai 2013-0016, Shanghai, China). Mice were maintained in a controlled environment with room temperature at 22–23°C and a 12 h dark/light cycle. The fodder (Shanghai Pu Lu Tong Biological Technology Co., Ltd.) and sterile water were applied. All procedures were approved by and carried out in accordance with regulations of the Ethics Committee of Yueyang Hospital affiliated with the Shanghai University of Traditional Chinese Medicine (No. YYLAC-2021-107).

### 2.4 Experimental grouping and model establishment

Mice were randomly divided into three groups after shaving their back hair (2 × 2 cm^2^). The mice psoriasis model was induced externally by imiquimod (IMQ) (Sichuan Mingxin Pharmaceutical Co., Ltd., Sichuan, China, Drug approval No. H20030128), and the control group was coated with petroleum jelly (Nanchang Baiyun Pharmaceutical Co., Ltd., Jiangxi, China, Drug Approval No. F20050006). The BZLF treatment was used as an external application at 20.4, 40.8, and 81.6 mg/cm^2^/day dosage. The groups were treated as follows: 1) control group: back was treated with 62.5 mg petroleum jelly. 2) IMQ + NS group: back was treated with 62.5 mg IMQ cream for 6 h, then externally covered with a 0.9% NaCl solution and fixed with a layer of gauze and medical polyurethane film. 3) IMQ + BZLF group: back was treated with 62.5 mg IMQ cream for 6 h, then externally covered with 20.4/40.8/81.6 mg/cm^2^ BZLF, respectively, and fixed with a layer of gauze and medical polyurethane film. All treatments were performed by applying the IMQ cream on day 0 and then once daily for 10 consecutive days. PASI scores were used to determine the severity of skin inflammation on the backs of the mice. On day 10, the mice were euthanized by inhalation of carbon dioxide. The lesions on the backs of the mice were collected as reserves.

### 2.5 Total RNA Sequencing

Total RNA was extracted using the mirVana miRNA Isolation Kit (Ambion) following the manufacturer’s protocol. RNA integrity was evaluated using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, United States). The samples with RNA integrity number (RIN) ≥ 7 were subjected to the subsequent analysis. The libraries were constructed using TruSeq Stranded Total RNA with Ribo-Zero Gold according to the manufacturer’s instructions. Then, these libraries were sequenced on the Illumina sequencing platform (HiSeqTM 2500), and 150 bp/125 bp paired-end reads were generated.

### 2.6 mRNA quantitative and differential analysis

Aligning the sequencing reads of each sample with the sequence of mRNA transcript sequences, known lncRNA sequences and lncRNA prediction sequences by Bowtie2, and using eXpress for quantitative gene analysis, the FPKM values and counts values (the number of reads for each gene in each sample) were obtained. The estimateSizeFactors function of the DESeq2R package was used to normalize the counts, and the nbinomTest function was used to calculate *p*-value and foldchange values for the difference comparison. Differential transcripts with *p*-values <0.05 and foldchange >2 were selected.

### 2.7 Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis

The GO and KEGG pathway databases were used to analyze the functional interpretation and KEGG pathway of genes (Huang et al., 2009). The numbers of genes were counted according to GO terms and KEGG pathways. Fisher’s exact test was used to obtain the *p*-value, and multiple hypothesis testing was performed to obtain the *q*-value. The significantly enriched GO terms were defined as *p*-value <0.05. The same analytic approach was performed to identify significantly enriched KEGG terms of genes.

### 2.8 Construction of core targets for treatment of psoriasis-like lesions with BZLF

The STRING database (https://string-db.org) was used to construct an active ingredient–target and target interaction network, while Cytoscape 3.8 software was used for visualization and network topology analysis. Using the average of degree centrality (DC), betweenness centrality (BC), and closeness centrality (CC) as the card values, the nodes meeting the three card values were selected as the key nodes of BZLF potential targets.

### 2.9 H&E solution and immunohistochemistry (IHC)

On day 10, the mice were euthanized by inhaling carbon dioxide. The central lesions were fixed with 4% formalin solution, dehydrated, embedded in paraffin, sectioned, and stained with H&E solution, and IHC was performed. Anti-Ki-67 antibody (1:50, ab16667, Abcam) was used in IHC. Quantitative methods for determining the epidermal thickness and positive cell rate have been described in previous studies and were the same as our previous study (Kuai et al., 2021).

### 2.10 RT-PCR

The lesions were collected for RT-PCR on day 10. The experimental process included total RNA extraction, synthesis of cDNA from RNA by reverse transcriptase, and amplification and synthesis of target fragments using cDNA as a template under the action of DNA polymerase. The specific process and data statistical methods were the same as in our previous study (Kuai et al., 2018). Primer sequences are shown in Supplementary Table S1.

### 2.11 Western blot

Briefly, after the samples were removed from the back of the mice, the total protein was extracted. Then, the samples were loaded for electrophoresis, followed by membrane transfer, sealing, and antibody incubation and detection. The antibodies for Western blotting included anti-LCN2 antibodies (26991-1-AP; Proteintech), anti-MMP9 antibodies (ab228402; Abcam), and β-actin (ab8226; Abcam).

### 2.12 Biochemical indicators

On day 10, the mice were euthanized by inhaling carbon dioxide. Blood was collected to separate serum for detection of ALT, AST and CRE using a BECKMAN LX20 full automatic biochemical analyzer.

### 2.13 Statistical methods

Data were analyzed *via* SPSS 24.0 (IBM, New York, United States) and described as mean ± standard deviation. The two groups were compared using the *t*-test. *p* < 0.05 was set as statistically significant.

## 3 Results

### 3.1 Quality control of BZLF

To conduct quality control of BZLF, we selected five representative main ingredients in BZLF for analysis. Caffeic acid, baicalin, and obakunone are the main active ingredients in *Taraxacum mongolicum* Hand. -Mazz., *Scutellaria barbata* D. Don, and *Dictamnus dasycarpus* Turcz., respectively, and all three ingredients have been reported to have some palliative effects on psoriasis (Yang et al., 2018; Wu L. et al., 2020; Wu X. et al., 2020; Dimitris et al., 2020). Furthermore, fraxinellone, a main active ingredient in *Dictamnus dasycarpus* Turcz., shows potent anti-inflammatory and immunomodulatory effects that are hepatoprotective and can treat proliferative diseases (Bailly and Vergoten, 2020). Additionally, osthole, a principal component of *Cnidium monnieri* (L.) Cusson, exerted inhibitory effects on hypoxic HCT116 cells that may be associated with eukaryotic initiation factor 2 alpha phosphorylation-mediated apoptosis and the translational repression of hypoxia-inducible factor-1 (HIF-1) (Peng and Chou, 2022). We previously confirmed that HIF-1α was highly expressed in psoriatic lesions and could be affected by pathways regulated by TCM (Qu et al., 2021). Collectively, we chose caffeic acid, baicalin, obakunone, fraxinellone, and osthole to preliminarily establish quality control for BZLF (Figure 1).

**FIGURE 1:**
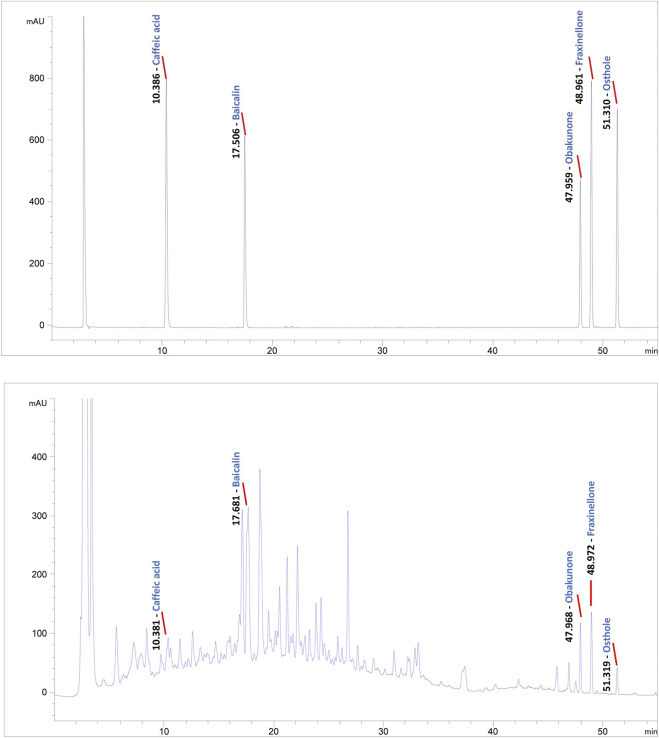
Quality control of Banzhilian formula (BZLF) through caffeic acid, baicalin, obakunone, fraxinellone, and osthole. Caffeic acid, baicalin, obakunone, fraxinellone, and osthole were detected in both the positive control and the BZLF samples, but neither was found in the negative control.

### 3.2 BZLF relieved skin inflammation and keratinocyte (KC) proliferation in mice with IMQ-induced psoriasis

To elucidate the effect of the external application of BZLF on psoriasis, we initially established a psoriasis mouse model with IMQ and determined that 40.8 mg/cm^2^ was the most effective dose of BZLF (Figure 2). The results showed that on the 10th day of BZLF treatment, the symptoms of psoriasis-like erythema and scaling were significantly improved and were accompanied by a significant decrease in the PASI score (Figures 3A, B). Next, to examine the influence of skin inflammation levels, we measured the expression of inflammatory cytokines related to psoriasis and confirmed that *Il17a*, *Tnf-α*, and *Cxcl1* mRNA expression in IMQ-induced lesions decreased after treatment with BZLF (Figure 4A). Histopathology suggested that BZLF treatment could reduce epidermal thickness (Figures 4B, C) in IMQ-induced lesions. Moreover, excessive KC proliferation was prevented by BZLF (Figures 4B, D). On the other hand, we examined changes in body weight and the potential toxicity of BZLF in mice after the external application of BZLF and found that it had no significant effect on the body weight of psoriatic mice (Supplementary Figure S1A). Security index tests showed that BZLF did not influence liver or kidney function (Supplementary Figure S1B). In conclusion, we showed that external application of BZLF could alleviate psoriasis-like skin lesions with high safety.

**FIGURE 2:**
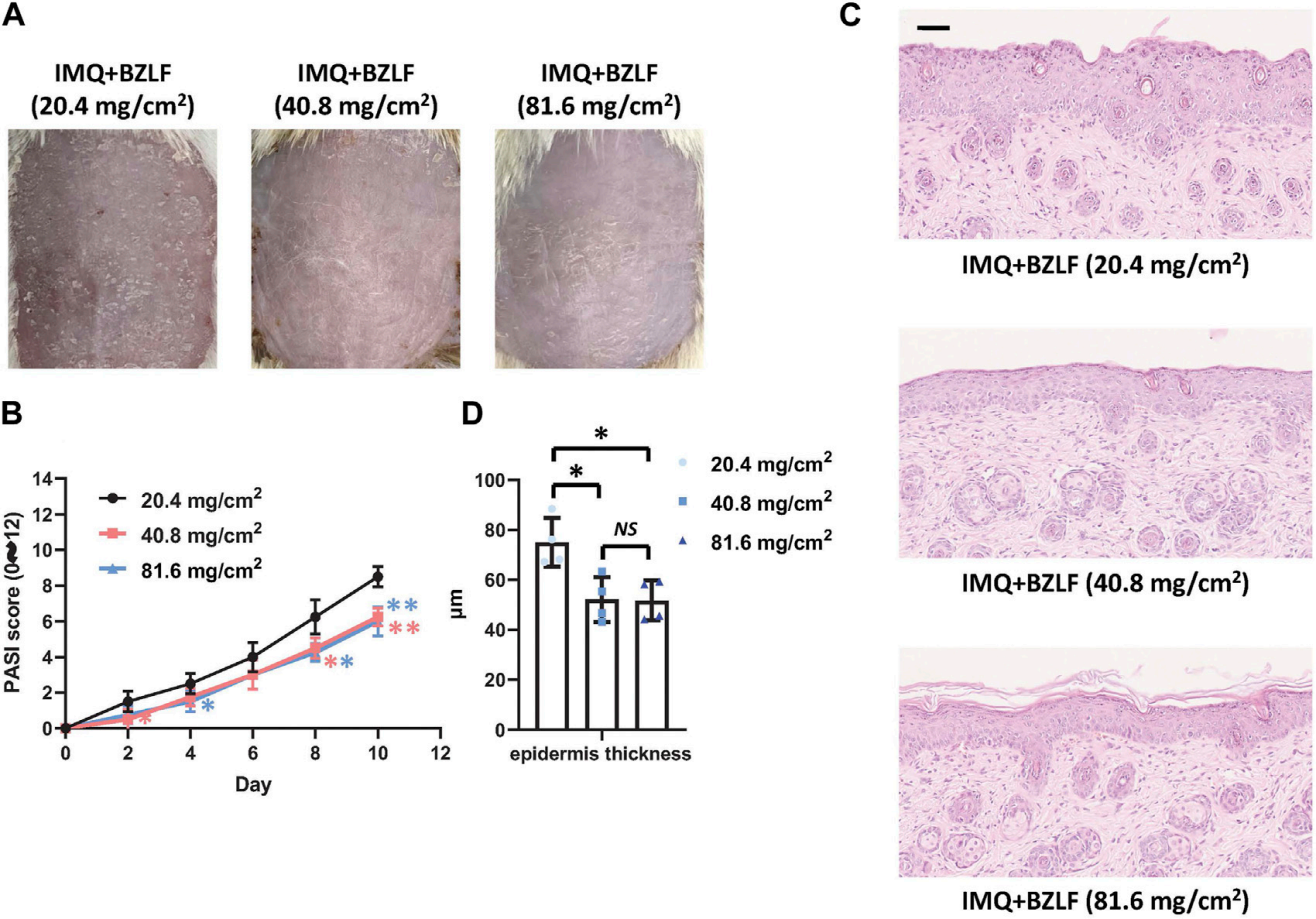
Effect of different doses of Banzhilian formula (BZLF) on IMQ-induced psoriasis-like skin lesions. **(A)** Appearance of back lesions in each group on day 10. **(B)** Psoriasis area severity index (PASI) score (0–12). **(C)** Representative H&E sections of skin lesions on the 10th day (×200). **(D)** Quantification of epidermal thickness in the back lesions. Scale bar: 100 µm. The data are expressed as mean ± SD. Four skin lesions in each group were included for analysis. *p < 0.05, **p < 0.01, compared with the 20.4 mg/cm^2^ group. ns, not significant; 40.8 mg/cm^2^ group compared with the 81.6 mg/cm^2^ group.

**FIGURE 3:**
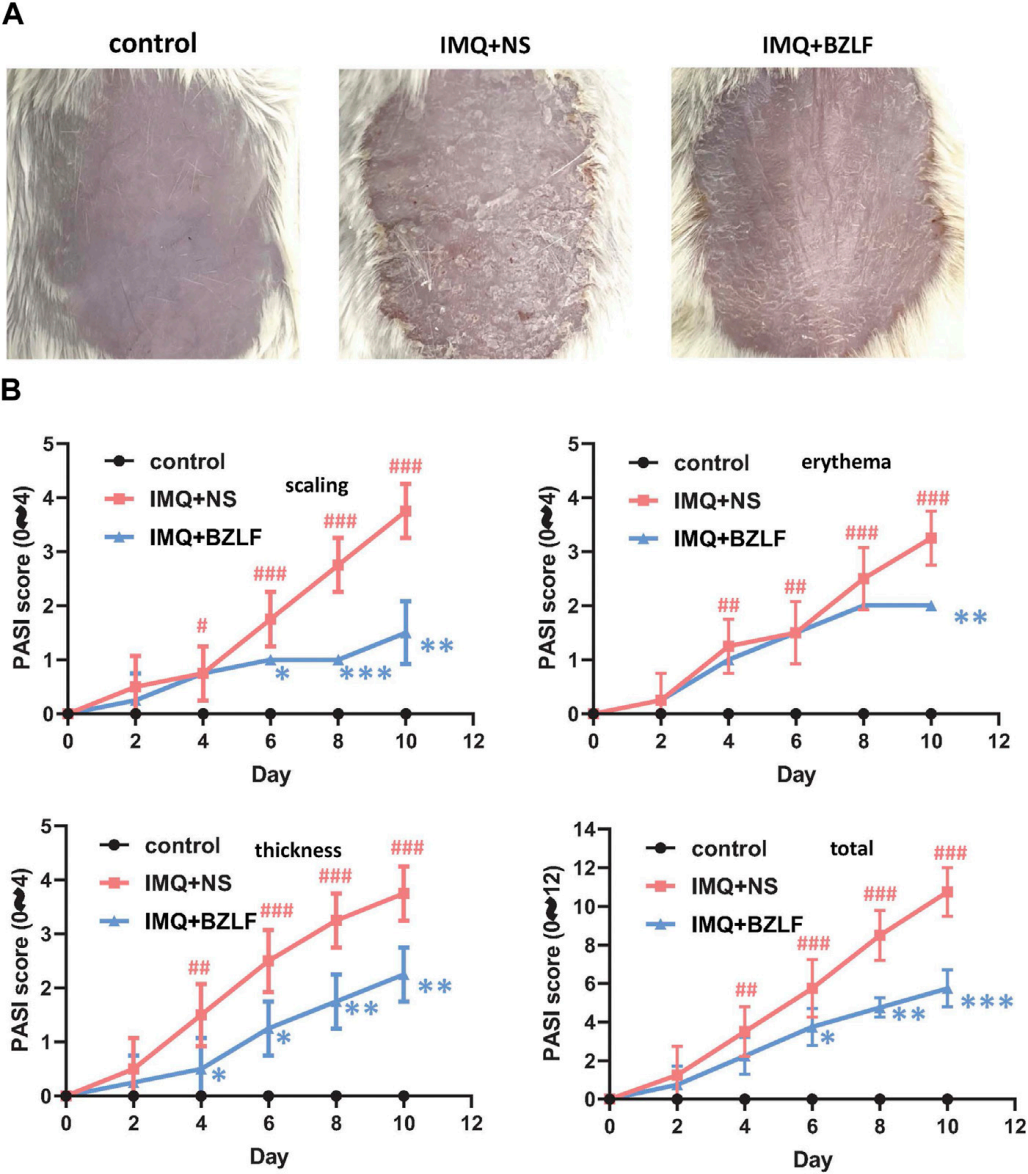
Banzhilian formula (BZLF) alleviates IMQ-induced psoriasis-like skin lesions in mice. **(A)** Appearance of the back lesions of the mice in each group on the 10th day. **(B)** Psoriasis area severity index (PASI) score (0–4) with scales, thickness, erythema, and total score. The data are expressed as mean ± SD. Four skin lesions from each group were included for analysis. ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001, compared with the control group. *p < 0.05, **p < 0.01, ***p < 0.001, compared with the IMQ + NS group.

**FIGURE 4:**
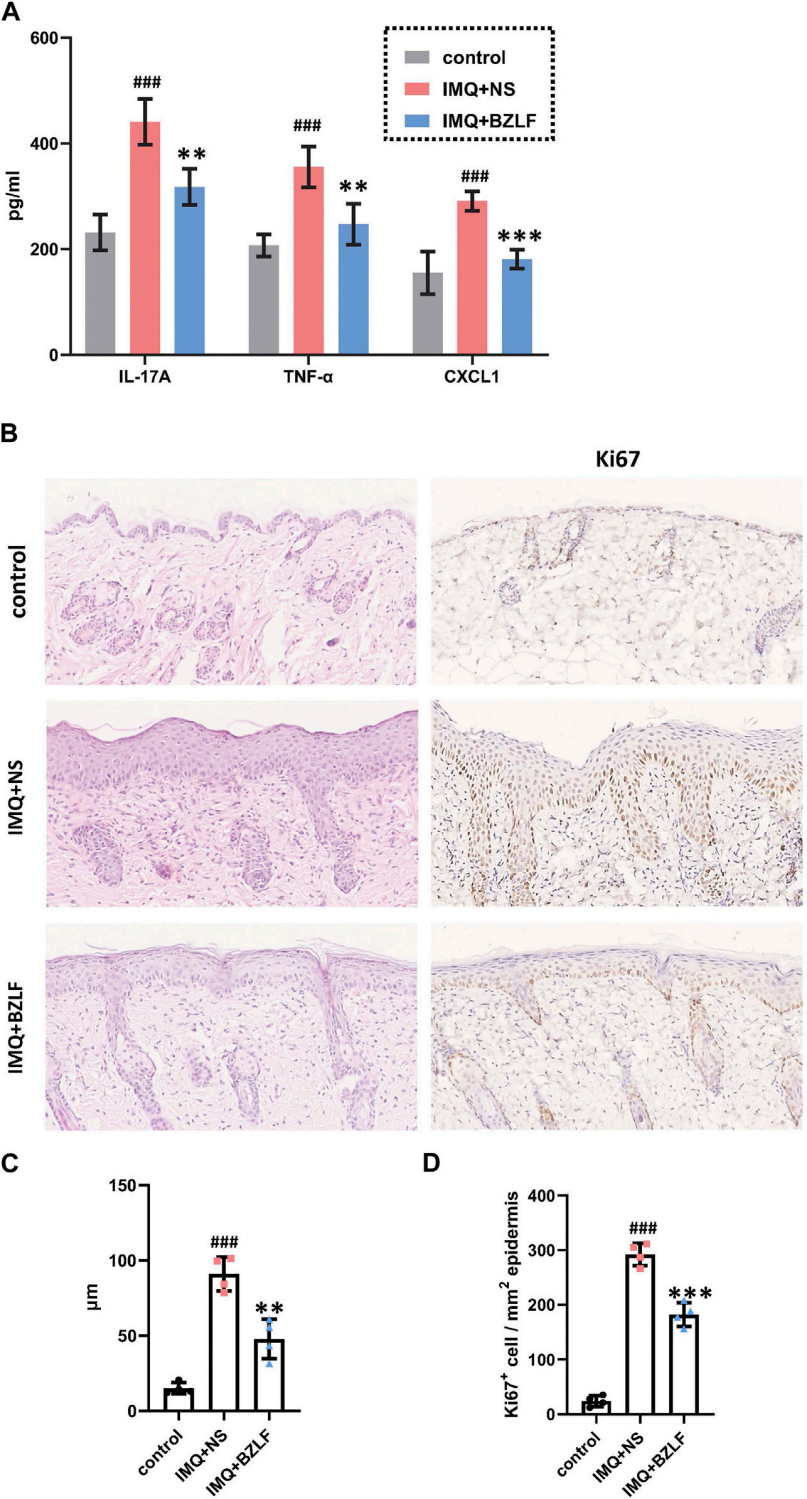
Banzhilian formula (BZLF) inhibits inflammation and epidermal proliferation in IMQ-induced psoriasis-like lesions. **(A)** mRNA expression of IL-17A, TNF-α, and CXCL1 in skin lesions of each group on the 10th day. **(B)** Representative H&E sections of skin lesions on the 10th day (×200) (left). Representative immunohistochemistry sections of Ki67 nuclear staining (brown) of the back lesions (×200) (right). **(C)** Quantification of epidermis thickness in back lesions. **(D)** Quantification of Ki67^+^ cells in skin lesions. Scale bar: 100 µm. The data are expressed as mean ± SD. Four skin lesions from each group were included for analysis. ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001, compared with the control group. *p < 0.05, **p < 0.01, ***p < 0.001, compared with the IMQ + NS group.

### 3.3 RNA-seq analysis of BZLF-regulated genes in IMQ-induced psoriasis-like lesions

#### 3.3.1 Differentially expressed genes (DEGs) following BZLF treatment

To further examine the mechanism by which external application of BZLF can treat psoriasis, RNA-seq was performed on the control group and IMQ-induced lesions on day 10 of BZLF or NS treatment. 

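Back skin was taken on day 10 from 4 mice of each of 3 groups. The control group received 62.5 mg petroleum jelly. The IMQ + NS group received 62.5 mg IMQ cream for 6 h followed by 0.9% NaCl solution. The IMQ + BZLF group received the same cream followed by BZLF. Both IMQ groups were then covered with gauze and polyurethane film, which the paper does not describe for the control group. Differences between IMQ-treated and control samples therefore include any effect of this dressing. The paper applied BZLF at 20.4, 40.8 and 81.6 mg/cm2 per day and does not state which dose the sequenced samples received. Its methods describe mirVana extraction and ribosomal RNA removal in a TruSeq Stranded library, whereas the sample labels name a different extraction reagent and a different library kit. The authors aligned the reads with Bowtie2 to mRNA and to known and predicted lncRNA transcripts, and eXpress gave the fragments per kilobase of transcript scaled to the mapped fragments of the sample (FPKM) of each gene. The genome build, annotation and software versions are not stated. The authors deposited FPKM values and no counts, so the counts that they tested with DESeq2 were not analysed here.
Of the deposited gene symbols, 18369 were found in the RefSeq annotation and none was listed more than once. Between 16649 and 16941 genes had an FPKM above 0 in each sample. The FPKM values of a sample added up to a median of 455080 in the control group, 496535 in the IMQ + NS group and 490299 in the IMQ + BZLF group. The number of fragments of a sample could not be read from the FPKM values. The FPKM estimated for a single fragment was 0.975 to 1.04 times that of control replicate 1. Only values close to the smallest value of their gene were used, so this ratio could not show a large difference in depth. Every comparison used limma on log2(FPKM + 0.1) for the 15288 genes with a mean FPKM of at least 0.1 over the 12 samples, with Benjamini-Hochberg adjustment. On this scale a fold change is understated for genes with a low FPKM. A differentially expressed gene (DEG) had an adjusted p below 0.05 and a log2 fold change over 1 in size, the thresholds in the titles of Fig. 5. An exact permutation test of 4 samples against 4 (two-sided) cannot give a p below 0.0286.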

A total of 86.53 G of clean data were obtained. The effective data amount in each sample ranged from 6.98 to 7.42 G, Q30 basic groups ranged from 94.79% to 98.18%, and the average GC content was 51.598%. The FPKM values and the principal component analysis (PCA) are shown in Supplementary Figure S2.

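In a principal component analysis of log2(FPKM + 0.1) over the 12 samples, without scaling of the genes, the first component held 76.4% of the variance and the second 8.10%. All 4 control samples had negative scores on the first component and all 8 IMQ-treated samples had positive scores, from 43.4 to 62.3. Control replicate 2 scored -63.2, and the other controls scored -116, -122 and -122. The second component separated the IMQ + BZLF samples, which scored 17.5 to 40.1, from the IMQ + NS samples, which scored -15.5 to -40.8. A further component with 4.96% of the variance set control replicate 2 apart, with a score of -57.9. When each gene was scaled to unit variance, the first component held 54.6% of the variance.

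**Figure D1:**
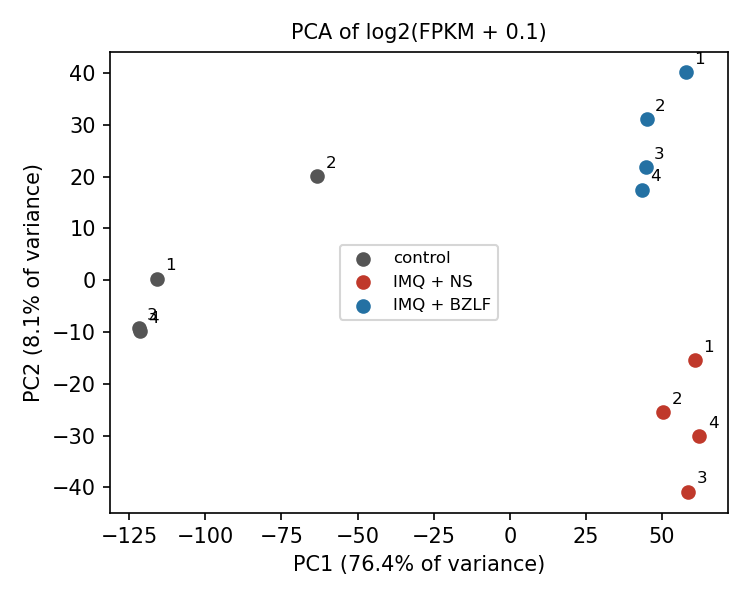
Scores of the 12 samples on the first (x axis) and second (y axis) principal component of log2(FPKM + 0.1), with 1 point per sample. Control samples lie on the left, and the IMQ + NS and IMQ + BZLF samples lie on the right, below and above 0 on the second component.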

DESeq2 software was used to standardize the counts of each sample gene. Then, the DEGs were screened according to *p*-values <0.05 and foldchange >2. 

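Normal skin was compared with psoriasis-like lesions in the 4 control and 4 IMQ + NS samples. This gave 3418 DEGs, of which 1740 had a higher and 1678 a lower FPKM in the IMQ + NS group. With no limit on the fold change, which moved these numbers most, 4427 genes were higher and 4142 were lower. The largest effect of a single sample came from control replicate 2, without which 2196 genes were higher. Among the genes labelled in Fig. 5A, the hair keratin-associated gene Krtap6-3 rose from 0.173 ± 0.0627 (SD, n = 4) to 200 ± 42.5 FPKM, a log2 fold change of 9.53 (standard error 0.20, adjusted p = 9.9e-09 from limma). Sprr2b, Sprr2d and Sprr2e, which belong to a family of similar genes whose reads the authors' alignment could have shared, had log2 fold changes of 9.97, 8.82 and 8.73.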

Between normal skin and psoriasis-like lesions, a total of 3,969 DEGs were identified, of which 1,719 were upregulated, and 2,250 were downregulated (Figure 5A). 

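The 4 IMQ + BZLF samples differed from the 4 IMQ + NS samples in 385 DEGs, with 336 lower and 49 higher after BZLF. With no limit on the fold change, 791 genes were lower and 195 were higher. The number of higher genes rested on single samples. It was 19 without IMQ + BZLF replicate 2, 25 without IMQ + NS replicate 3, 29 without IMQ + NS replicate 4 and 78 without IMQ + BZLF replicate 1. The number of lower genes stayed between 227 and 350 in the 8 fits that each left out 1 sample.
The genes with the largest change were picked among DEGs with a mean FPKM of at least 1 over the 12 samples and no overlap between the groups. By this rule Defb3 fell most, from 191 ± 128 (SD, n = 4) in IMQ + NS to 0.338 ± 0.345 FPKM in IMQ + BZLF samples, a log2 fold change of -9.04 (standard error 0.69, adjusted p = 4.3e-04 from limma). It was followed by Sprr2b at -7.70 (adjusted p = 8.3e-05), Sprr2d at -7.46 (adjusted p = 0.00151), S100a9 at -7.06 (adjusted p = 4.4e-05) and Sprr2e at -6.83 (adjusted p = 4.1e-04). The largest rise was that of Krt77, which had an FPKM of 598 ± 227 in the control group, 3.63 ± 2.26 in the IMQ + NS group and 34.4 ± 16.5 in the IMQ + BZLF group, a log2 fold change of 3.27 between the latter 2 (standard error 0.40, adjusted p = 0.00354). Next came Tceal7 at 3.09, Lce1m at 2.30, Flg2 at 1.98 and Gal at 1.92. Tceal7, with an adjusted p of 0.0349, was no longer a DEG in 5 of the 8 fits that left out 1 sample, without IMQ + NS replicate 1 (2.62) or 3 (2.73) and without IMQ + BZLF replicate 1 (3.18), 2 (3.09) or 4 (2.71), nor without a filter on low values, without the trend or with 0.01 added before the logarithm. Gal was not a DEG with 1 added (0.96). Flg2, with an adjusted p of 0.0134, was not a DEG without IMQ + BZLF replicate 2 (1.86).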

In comparing untreated psoriasis-like lesions versus lesions treated with BZLF, there were 535 DEGs, of which 121 were upregulated genes and 414 were downregulated genes (Figure 5B). To further identify the DEGs related to psoriasis following BZLF treatment, we examined the intersection of the upregulated and downregulated genes. Finally, 330 overlapping DEGs closely related to psoriasis were screened out, including 92 upregulated genes and 238 downregulated genes (Figure 6A). 

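The 2 sets of DEGs had 245 genes in common that moved in opposite directions. Of these, 205 were higher in IMQ + NS than control samples and lower after BZLF, and 40 were lower in IMQ + NS samples and higher after BZLF. With no limit on the fold change, the 2 numbers were 506 and 143. The second number was 16 without IMQ + BZLF replicate 2, 20 without IMQ + NS replicate 3, 22 without IMQ + NS replicate 4 and 69 without IMQ + BZLF replicate 1.
Both comparisons use the same IMQ + NS samples, so sampling error in that group alone can produce genes that appear to return. In 100 simulated groups of 4 that differed from the IMQ + NS group only by replicate noise, the median overlap was 0 genes in each direction. The largest simulated overlap was 16 genes of the first kind and 30 of the second. Each simulated group was centred on the measured IMQ + NS mean, and the calls against control were kept. Genes called against control because their IMQ + NS values erred were therefore not made to return. The simulation shows what undirected noise gives and does not measure this shared error. The genes lowered by BZLF were mostly genes higher in IMQ + NS than control samples, since 61.0% of the 336 were among those 1740 genes. In the other direction, 11.8% of those 1740 genes were lowered by BZLF, and 1335 of them were still DEGs in IMQ + BZLF against control samples.

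**Figure D2:**
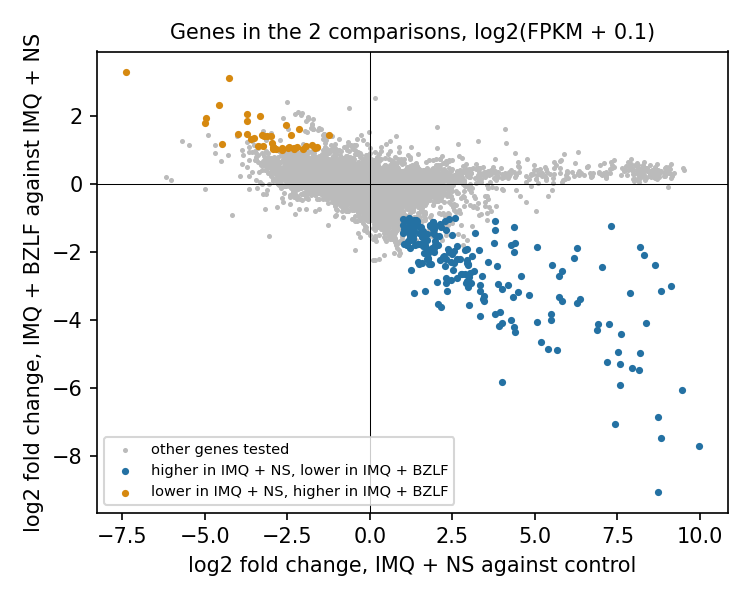
Log2 fold change in IMQ + NS against control (x axis) and in IMQ + BZLF against IMQ + NS (y axis), both on log2(FPKM + 0.1), with 1 point per gene tested. The 205 genes higher in IMQ + NS and lower in IMQ + BZLF and the 40 genes that moved the other way are marked.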

Next, we verified the top four DEGs (Figure 6B).

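The genes shown in Fig. 6B were Cxcl2, Cxcl3, Il17f and S100a9. S100a9 had an FPKM of 15.6 ± 3.92 (SD, n = 4) in the control group, 2909 ± 1452 in the IMQ + NS group and 20.6 ± 6.69 in the IMQ + BZLF group. Its log2 fold change was 7.44 in IMQ + NS against control (standard error 0.32, adjusted p = 7.2e-07 from limma) and -7.06 in IMQ + BZLF against IMQ + NS (standard error 0.34, adjusted p = 4.4e-05).
The other 3 genes were close to 0 outside the IMQ + NS group. Cxcl2 had 9.43 ± 10.1 FPKM in IMQ + NS samples, with 1.98, 3.91, 24.2 and 7.62 in the 4 replicates, against 0.341 ± 0.251 in control samples (adjusted p = 0.00156). In the IMQ + BZLF group it was listed at 0 in 2 samples and at 0.0234 and 0.0225 in the others (adjusted p = 0.00177). The fitted fold change of Cxcl2 depended on the constant added before the logarithm, and was -5.82 with 0.1, -8.41 with 0.01 and -2.89 with 1. Cxcl3 had 2.31 ± 2.29 FPKM in the IMQ + NS samples and was listed at 0 in all 4 IMQ + BZLF samples (adjusted p = 0.00663). Il17f averaged 0.0099 FPKM in control, 0.782 ± 0.394 in IMQ + NS and 0.0096 in IMQ + BZLF samples (adjusted p = 1.1e-04 and 0.00157). When 1 was added in place of 0.1, the fall of Cxcl3 was -1.49 and not a DEG, and Il17f, with 0.79 and -0.79, was a DEG in neither comparison. For each of the 4 genes, every IMQ + NS sample lay above every sample of the other 2 groups (exact permutation test, two-sided, p = 0.0286 for each comparison).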

**FIGURE 5:**
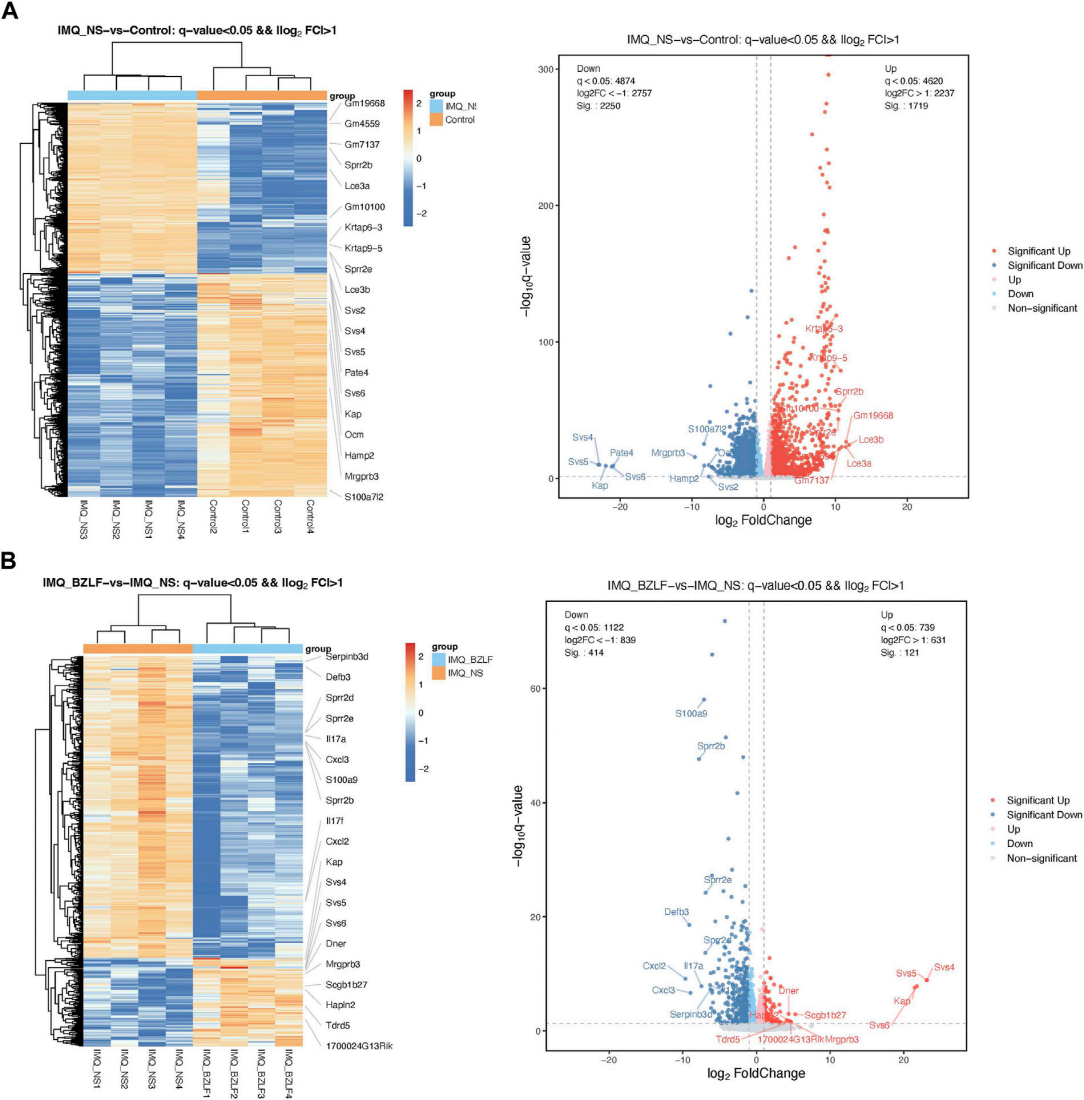
Differentially expressed genes (DEGs) in the different groups. Cluster analysis of DEGs among samples and groups. The color of the heat map indicates the relative gene expression. The deeper orange color indicates higher gene expression, whereas the deeper blue color indicates lower gene expression (Left). Differential expression volcano map reflecting the differently expressed genes. Gray indicates genes with no significant difference, red indicates genes that are significantly upregulated, and blue indicates genes that are significantly downregulated (Right). **(A)** IMQ + NS group compared with the control group. **(B)** BZLF group compared with the IMQ + NS group.

**FIGURE 6:**
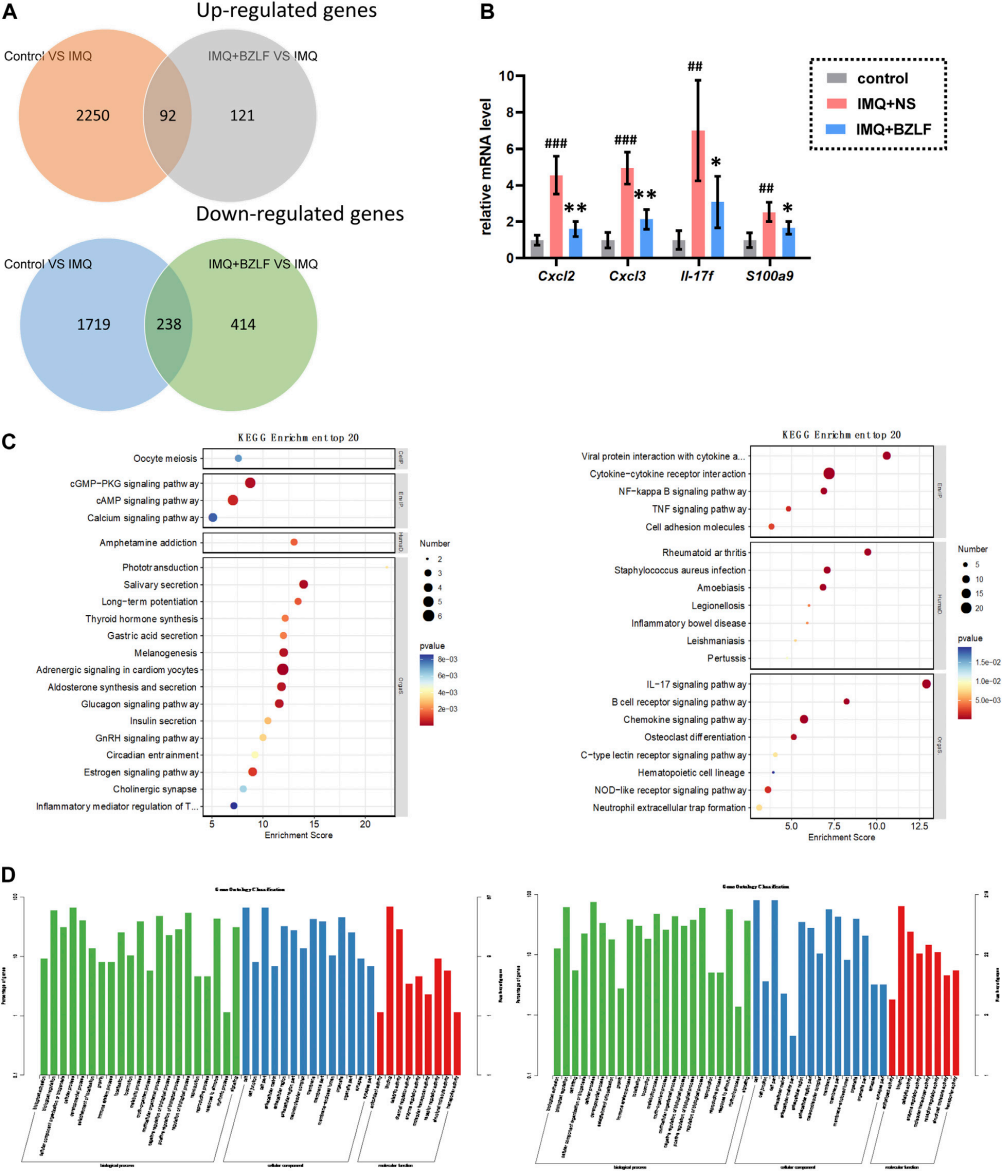
Experimental verification and enrichment analysis of differentially expressed genes (DEGs) after treatment with Banzhilian formula (BZLF). (**A)** Venn diagram of up- and downregulated differentially expressed genes in the BZLF vs. the IMQ + NS group and the control group vs. the IMQ + NS group. **(B)** RT-PCR showed the mRNA expressions of the top four DEGs. **(C)** Enriched KEGG analysis of up- (left) and downregulated (right) DEGs. **(D)** Enriched Gene Ontology analysis of up- (left) and downregulated(right) DEGs. ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001, compared with the control group. *p < 0.05, **p < 0.01, ***p < 0.001, compared with the IMQ + NS group.

#### 3.3.2 Biological characteristics of the potential pathways associated with BZLF treatment

To further investigate the potential pathways associated with external BZLF treatment for psoriasis, we evaluated the screened DEGs by KEGG and GO analyses. 

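The KEGG and Gene Ontology databases were not used here. In their place, 25 lists of mouse genes, written by hand from general knowledge, were tested with limma's camera, which asks whether the genes of a list moved more than the other genes, and with fry, which asks whether they moved at all. The list for calcium, cAMP and cGMP-PKG signaling held 69 genes, of which 63 were tested. Aldosterone synthesis and salivary secretion were not analysed here.
In IMQ + BZLF against IMQ + NS samples, the median log2 fold change of this list was -0.0083, with 36 genes below and 27 above 0 (camera adjusted p = 0.790, fry adjusted p = 0.699, limma). The median became 0.045 with median ratio scaling, 0.022 with samples rescaled to equal sums and 0.034 with quantile normalization. Adcy1, named after its values were seen, was the 1 DEG of the list, with a higher FPKM after BZLF, and the number adjusted over the list alone was also 1. In IMQ + NS against control samples the list moved down, with a median of -0.53 (camera adjusted p = 4.6e-04, fry adjusted p = 7.2e-05) and 21 lower DEGs, and also 21 when adjusted over the list alone. The 40 genes that were lower in IMQ + NS and higher in IMQ + BZLF samples, which correspond to the upregulated set of Fig. 6C, included 1 gene of the list. The paper gives 92 genes for this set, so this number says little about its enrichment.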

KEGG analysis indicated that externally applied BZLF upregulated pathways that included the calcium signaling pathway, the cAMP signaling pathway, the cGMP−PKG signaling pathway, aldosterone synthesis and secretion, and salivary secretion (Figure 6C). GO analysis showed that enzyme regulator activity, calcium ion binding, heparin binding, and the neurotransmitter catabolic process were the most significantly upregulated gene categories (Figure 6D). In addition, the IL-17 signaling pathway, cytokine−cytokine receptor interaction, the chemokine signaling pathway, the NOD-like receptor signaling pathway, the TNF signaling pathway, the NF-kappa B signaling pathway, and cell adhesion molecules were downregulated following the external application of BZLF, as shown by KEGG analysis (Figure 6C). 

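Lists written for the pathways named in Fig. 6C were tested in the same way. The IL-17 signaling list, of whose members the paper itself names 16, had the largest shift of these. Its 29 tested genes had a median log2 fold change of 1.82 in IMQ + NS against control samples and -2.25 in IMQ + BZLF against IMQ + NS samples, with 28 genes below 0 in the latter (camera adjusted p = 4.4e-05 and 3.3e-21, fry adjusted p = 2.9e-04 and 2.0e-04, limma). With 1 added in place of 0.1 before the logarithm, the medians were 0.76 and -0.89. After BZLF, 18 genes of the list were DEGs with a lower FPKM, and 18 when adjusted over the list alone.
The other 6 lists also moved down after BZLF by both tests. The median log2 fold change was -0.58 for cytokines and receptors (camera adjusted p = 9.2e-12, fry adjusted p = 0.00716), -0.51 for NOD-like receptor signaling (3.1e-08 and 0.0100) and -0.47 for chemokines and receptors (5.1e-05 and 0.0387). It was -0.46 for TNF signaling (1.2e-11 and 0.00542), -0.43 for NF-kappa B signaling (1.3e-15 and 0.00275) and -0.47 for cell adhesion molecules (4.6e-07 and 0.0325). The lower DEGs numbered 12 of 50 cytokine genes, 7 of 25 NOD-like receptor genes, 13 of 50 chemokine genes, 10 of 43 TNF genes, 11 of 47 NF-kappa B genes and 8 of 31 adhesion genes. Adjusted over the list alone, the numbers were 15, 7, 15, 10, 11 and 9. The 1 higher DEG of these lists was Ccl24, a chemokine named after its values were seen, and adjusted over the list alone 2 chemokine genes were higher. Without IMQ + BZLF replicate 1, the median was -0.21 for chemokines and -0.29 for adhesion molecules, and without IMQ + NS replicate 3 it was -0.31 for chemokines.
The same 6 lists did not move past the threshold of camera in IMQ + NS against control samples, where the medians were 0.30 for cytokines (adjusted p = 0.253), -0.023 for NOD-like receptor (0.999), 0.038 for chemokine (0.623), 0.037 for TNF (0.817), 0.18 for NF-kappa B (0.146) and 0.14 for adhesion genes (0.810). The signs for chemokine and TNF genes were reversed under each of the 3 other scalings. By fry, the cytokine (adjusted p = 0.0317) and NF-kappa B (0.0326) lists were higher in IMQ + NS samples. The lists overlap, and 29 of the 44 TNF genes and 23 of the 32 IL-17 genes are also in another list.

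**Figure D3:**
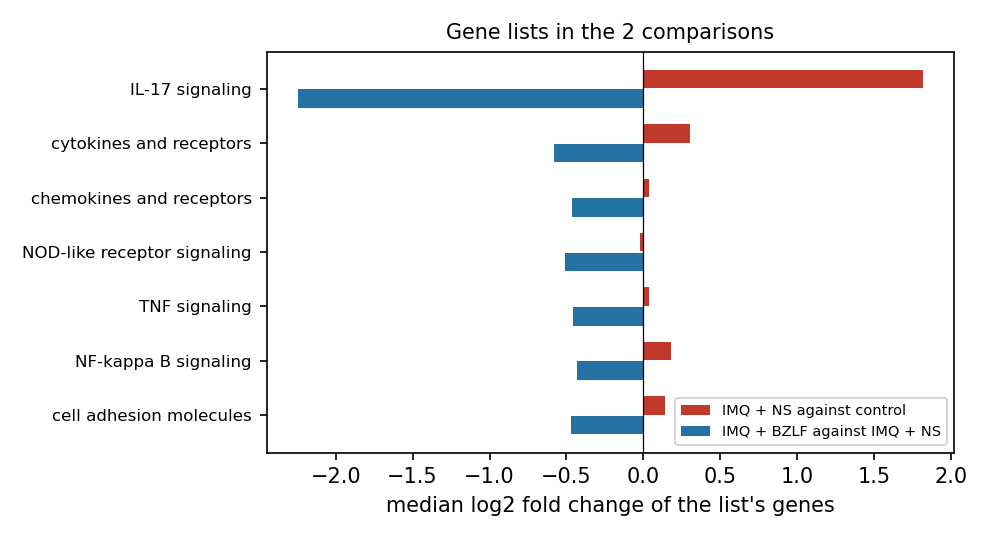
Median log2 fold change of the genes of each list, on log2(FPKM + 0.1), in IMQ + NS against control and in IMQ + BZLF against IMQ + NS. The lists shown are IL-17, NOD-like receptor, TNF and NF-kappa B signaling, cytokines, chemokines and cell adhesion molecules. The IL-17 signaling list lies at 1.82 and -2.25.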

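Further lists covered cysteine protease inhibitors, the cornified envelope and immune cells. The 17 tested cysteine protease inhibitor genes had a median log2 fold change of 5.20 in IMQ + NS against control samples and -3.15 in IMQ + BZLF against IMQ + NS samples (camera adjusted p = 1.8e-07 and 1.4e-14, fry adjusted p = 6.9e-06 and 0.00139, limma). Of them 13 were lower DEGs after BZLF, and also 13 when adjusted over the list alone. The 48 cornified envelope genes rose by a median of 2.25 in IMQ + NS samples (camera adjusted p = 5.4e-10, fry adjusted p = 4.5e-05). After BZLF their median was -0.13 (camera adjusted p = 1.4e-04, fry adjusted p = 0.0292), with 17 lower and 2 higher DEGs, and 18 and 2 when adjusted over the list alone. The 2 higher ones were Flg2 and Lce1m. The paper names 10 genes of this list.
The 28 neutrophil genes, of which the paper names 9, had a median of 2.65 in IMQ + NS against control samples, or 2.69 with genes at 0 in a group set to their bound, and -2.38 after BZLF (camera adjusted p = 5.8e-05 and 3.2e-16, fry adjusted p = 4.3e-04 and 0.00135). After BZLF, 20 of them were lower DEGs and 2, Mpo and Wfdc21, were higher, or 21 and 2 when adjusted over the list alone. B cell genes fell by a median of 1.06 after BZLF over 7 genes (camera adjusted p = 0.00511, fry adjusted p = 0.0325), macrophage genes fell by 0.43 over 12 genes (3.4e-04 and 0.0442) and T cell genes fell by 0.59 over 13 genes (0.0153 and 0.128), so the T cell list passed camera and not fry. By an exact permutation test of the list mean (two-sided), p was 0.0857 for B cell genes, with overlap between the groups. It was 0.0286 for T cell genes and 0.0286 for macrophage genes, without overlap. The single lower DEGs of these 3 lists were Cd79b, Adgre1 and Icos, and those adjusted over the list alone numbered 3, 1 and 2. Without IMQ + BZLF replicate 1 the median was -0.38 for T cell and -0.26 for macrophage genes, and the T cell list no longer passed the threshold of camera, nor did it without IMQ + NS replicate 3 (-0.42). Where a list had 5 or fewer DEGs, these were named after their values were seen.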

The cysteine-type endopeptidase inhibitor, cytokine activity, chemokine activity, cornified envelope, inflammatory response, neutrophil chemotaxis, and immune system process were the most significantly downregulated gene categories revealed by GO analysis (Figure 6D).

### 3.4 Core targets of BZLF in IMQ-induced psoriasis-like lesions

Next, we constructed the core targets based on screened DEGs by RNA-seq. After excluding targets with confidences less than 0.4 in the STRING database, we imported the interaction information file containing 167 target proteins into Cytoscape to construct the protein‒protein interaction (PPI) network. By calculating the topological value, 26 core targets were screened out according to the following criteria: DC ≥ 8.31, BC ≥ 0.017, and CC ≥ 0.278 (Supplementary Table S2). These core targets are represented by red and blue nodes in the PPI network, respectively; the red nodes represent the top 10 core targets (Il1b, Itgam, Il17a, CCL20, PTGS2, CXCL2, SELL, MPO, TREM1, and LCN2) that were screened based on DC values (Supplementary Figure S3).

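Of the 26 core targets of Supplementary Table S2, 25 have a symbol in the deposited values, and Defb4a has none. The mouse gene Defb4, whose value was looked up only after the result was seen, was not counted in its place. It had log2 fold changes of 6.36 in IMQ + NS against control samples (adjusted p = 3.2e-06 from limma) and -3.39 after BZLF (adjusted p = 0.00151). In IMQ + BZLF against IMQ + NS samples 23 of the 25 were lower DEGs, and their median log2 fold change, over all 25, was -2.39. In IMQ + NS against control samples 24 were higher DEGs, and the median was 2.79. Adjusted over the list alone, all 25 passed the thresholds after BZLF, which is not independent evidence, since the study chose these genes on the same samples.
Among the 10 targets with the highest degree, Il1b had a log2 fold change of -3.53 (adjusted p = 0.00348 from limma), Ccl20 -2.88 (adjusted p = 0.00946), Trem1 -2.66 (adjusted p = 0.00904), Itgam -1.76 (adjusted p = 0.00151) and Ptgs2 -1.20 (adjusted p = 0.0124). Mpo moved the other way. Its FPKM was 6.97 ± 1.51 (SD, n = 4) in the control group, 1.02 ± 0.248 in the IMQ + NS group and 2.13 ± 0.354 in the IMQ + BZLF group, a log2 fold change of -2.66 (adjusted p = 1.8e-05) and then 1.00 (adjusted p = 0.0119). The 1 remaining target in the deposited values, Cd22, was not a DEG after BZLF. The rise of Mpo was just past the limit on the fold change and was not a DEG without IMQ + NS replicate 2 (0.98), 3 (0.95) or 4 (0.93) or IMQ + BZLF replicate 2 (0.90). Ptgs2 was not a DEG without IMQ + NS replicate 3 (-0.998). Of the other targets, Il36rn was not a DEG in 6, Mmp13 in 7 and Lce3e in 4 of the 8 fits that left out 1 sample. With 1 added before the logarithm, Trem1 (-0.76), Ptgs2 (-0.73), Mpo (0.63), Il17a and Mmp13 were not DEGs. With 0.01 added, Ccl20 (-3.91) and Lce3e were not. The network and its topological values were not analysed here.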

### 3.5 BZLF downregulates lipocalin-2 (LCN2) expression in IMQ-induced psoriasis-like lesions

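Lcn2, which lies on the minus strand of chromosome 2 from 32384633 to 32388252 (GRCm38, GENCODE release 21), had an FPKM of 4.79 ± 0.614 (SD, n = 4) in the control group, 105 ± 39.0 in the IMQ + NS group and 5.28 ± 0.456 in the IMQ + BZLF group. The log2 fold change was 4.35 in IMQ + NS against control samples (standard error 0.26, adjusted p = 4.5e-06 from limma) and -4.21 in IMQ + BZLF against IMQ + NS samples (standard error 0.24, adjusted p = 8.3e-05). All 4 IMQ + NS samples lay above all samples of the other 2 groups (exact permutation test, two-sided, p = 0.0286 for each comparison). With each sample left out in turn, the second fold change stayed between -4.44 and -4.01. The IMQ + BZLF and control groups differed by 0.14 (standard error 0.12, adjusted p = 0.329). From the position of LCN2 among the core targets, the paper proposes that it mediates processes by which externally applied BZLF acts on psoriasis.

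**Figure D4:**
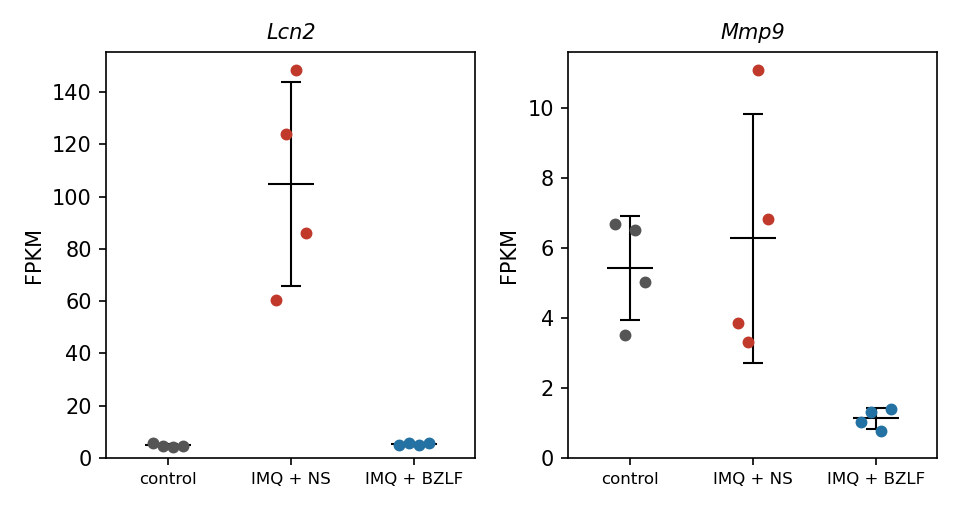
FPKM of Lcn2 and Mmp9 in each of the 12 samples, with the mean and SD of each group of 4. For Lcn2 the IMQ + NS samples lie above all others, and for Mmp9 the control and IMQ + NS samples overlap and the IMQ + BZLF samples lie below both.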

LCN2 is one of the top 10 core targets in the PPI network and likely mediates biological processes involved in the external application of BZLF for treating psoriasis. LCN2, which is a member of the Lipocalin superfamily, is a 25-kDa secreted protein that is expressed in a variety of cells and is involved in the transport of lipophilic small molecules such as steroids, lipopolysaccharides, iron, and fatty acids. Recent studies have suggested that LCN2 inhibits NLRC4 signaling through SREBP2 to alleviate psoriatic dermatitis (Ma et al., 2022). Therefore, we measured the mRNA and protein expression of LCN2 in the different groups on the 10th day and found that the mRNA and protein expression were upregulated in IMQ-induced psoriasis-like skin lesions compared with those in the control group, whereas BZLF inhibited LCN2 mRNA and protein expression (Figures 7A, B).

**FIGURE 7:**
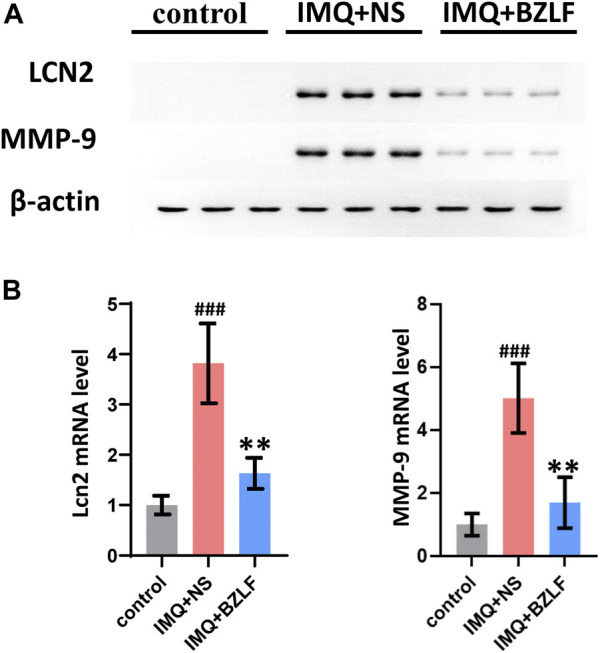
Banzhilian formula (BZLF) downregulates LCN2 and MMP-9 expression in lesions. Expression of LCN2 and MMP-9 in skin lesions assessed by Western blot **(A)** and RT-PCR **(B)** on day 10. The data are expressed as mean ± SD. Three skin lesions in each group were included for analysis. *p < 0.05, **p < 0.01, ***p < 0.001, compared with the IMQ + NS group.

### 3.6 BZLF alleviates IMQ-induced psoriasis-like lesions by inhibiting the LCN2/MMP-9 axis

Although we confirmed that externally applied BZLF ameliorates psoriasis-like lesions by inhibiting LCN2, we found that its downstream genes *Serbp2* and *Nlrc4* were not in our DEG list, as determined by RNA-seq. 

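The gene of SREBP2, listed under the symbol Srebf2, had an FPKM of 26.8 ± 6.50 (SD, n = 4) in the control group, 41.5 ± 1.63 in the IMQ + NS group and 35.5 ± 3.36 in the IMQ + BZLF group. Its log2 fold change was 0.66 in IMQ + NS against control samples (standard error 0.14, adjusted p = 0.0049 from limma), below the limit on the fold change, and -0.23 in IMQ + BZLF against IMQ + NS samples (standard error 0.070, adjusted p = 0.0916). Nlrc4 was expressed at 0.533 ± 0.212 FPKM in control, 0.628 ± 0.0127 in IMQ + NS and 0.392 ± 0.0933 in IMQ + BZLF samples. Its log2 fold change was 0.27 (standard error 0.24, adjusted p = 0.377) and then -0.59 (standard error 0.16, adjusted p = 0.0698). Neither gene was a DEG in either comparison. The paper reasons from the absence of both genes among the DEGs to a search for other partners of LCN2.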

To further investigate the mechanism by which BZLF regulates LCN2, we conducted a protein‒protein interaction analysis using the Search Tool for the Retrieval of Interaction Gene/Proteins (STRING) database based on our sequencing results (Supplementary Table S3). 

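Mmp9, on the plus strand of chromosome 2 from 164940780 to 164955850 (GRCm38), had an FPKM of 5.44 ± 1.48 (SD, n = 4) in the control group, 6.28 ± 3.57 in the IMQ + NS group and 1.13 ± 0.293 in the IMQ + BZLF group. It was lower in IMQ + BZLF than IMQ + NS samples, with a log2 fold change of -2.25 (standard error 0.36, adjusted p = 0.00952 from limma) and no overlap between the 2 groups (exact permutation test, two-sided, p = 0.0286). Between the IMQ + NS and control groups the log2 fold change was 0.085 (standard error 0.38, adjusted p = 0.862) and less than the spread between replicates. IMQ + NS replicate 3 had the highest value, 11.1 FPKM, and without it the log2 fold change was -0.24. It was also below 0 without control replicate 2 (-0.11) or IMQ + NS replicate 4 (-0.0087), with samples rescaled to equal sums and with quantile normalization.
Saa1 rose from 0.216 ± 0.229 to 6.14 ± 2.09 FPKM with IMQ, a log2 fold change of 4.50 (adjusted p = 9.8e-05), and was 0.570 ± 0.168 after BZLF, a log2 fold change of -3.19 (adjusted p = 5.3e-04). Il17a was listed at 0 in all control and all IMQ + BZLF samples and at 0.573, 0.402, 1.08 and 0.809 FPKM in the IMQ + NS samples (adjusted p = 5.1e-05 and 0.00108). With 1 added before the logarithm Il17a was a DEG in neither comparison. Timp1 had an FPKM of 9.98 ± 3.55, 22.4 ± 3.44 and 13.9 ± 3.92 in the 3 groups. It was a DEG in IMQ + NS against control (log2 fold change 1.22, adjusted p = 0.00392), though not without control replicate 4 (0.97), and not a DEG in IMQ + BZLF against IMQ + NS (-0.71, adjusted p = 0.0794). Lrp2 averaged 0.0106, 0.0627 and 0.0973 FPKM in the 3 groups, below the minimum for testing. The STRING scores were not analysed here.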

The results showed that among the DEGs, MMP-9, LRP2, TIMP1, IL17A, and SAA1 had higher combined scores for LCN2, and the MMP-9 combined scores were the highest. Therefore, MMP-9 was chosen to examine the possible mechanism by which BZLF downregulates LCN2 to improve psoriasis-like skin lesions. Western blot (WB) showed that BZLF significantly reduced the protein expression of MMP-9 (Figure 7A), while RT-PCR indicated the same change at the mRNA level (Figure 7B).

## 4 Discussion

In this study, we administered BZLF orally and found that external application of BZLF could improve erythema and scaling and reduce epidermal thickness in IMQ-induced psoriasis-like mouse skin lesions. According to the two main pathological characteristics of inflammatory cell infiltration and abnormal keratinocyte proliferation in psoriasis, we confirmed that BZLF downregulated the expression of inflammatory factors (*Il17a*, *Tnf-α*, and *Cxcl1*) in psoriasis-like lesions and inhibited the expression of the keratinocyte proliferation marker Ki67. Therefore, we believe that the external application of BZLF has a potential therapeutic effect and research value in treating psoriasis.

Given the complexity of the composition and mechanism of action of traditional Chinese medicinal materials, we tried to elucidate the pharmacological mechanism of the external application of BZLF from a holistic perspective. We used RNA-seq to analyze skin tissue samples in the different groups, took the intersection of DEGs in the different groups, and verified the accuracy of the sequencing results by RT-PCR.

The therapeutic effects of BZLF were regulated by core genes, especially *Lcn2*, which we identified through bioinformatics analysis of the RNA-seq results. We further used Western blotting and RT-PCR to confirm that BZLF downregulated the expression of LCN2 in IMQ-induced psoriasis-like mouse skin lesions. LCN2 is highly expressed in the skin lesions and the serum of patients with psoriasis (El-Hadidi et al., 2014; Wang et al., 2019) and can inhibit the synthesis of keratin, involucrin, and loricrin in KCs, leading to epidermal parakeratosis *via* the Tcf7L1-lipocalin 2 signaling axis. LCN2 can also recruit inflammatory cells, such as T cells and neutrophils, to skin lesions through the IL-23/IL17, p38-MAPK, and ERK-1/2 signaling pathways (Shao et al., 2016). In addition, LCN2 and other cytokines, such as IL-17, have a synergistic effect on skin cells (Hau et al., 2016). According to these results, we hypothesized that BZLF alleviated inflammation in skin lesions and inhibited the proliferation of KCs, which was associated with the downregulation of LCN2 expression.

To further examine the regulatory mechanism by which BZLF acts on LCN2 to improve psoriasis-like skin lesions, we used the STRING database to predict target genes that might interact with LCN2 based on the DEGs from the RNA-seq results. The analysis results showed that MMP-9, which is an inflammatory factor, had the highest combined scores. Next, we found that MMP-9 was significantly elevated in the IMQ-induced psoriasis mouse model, and BZLF downregulated its expression at both the protein and RNA levels. Neutrophil infiltration and tortuous telangiectasia are pathological features of psoriasis (Chau et al., 2017), and MMP-9 can decompose a 62-amino acid peptide from IL-8 (CXCL8/CL8) to increase the chemotactic activity of neutrophils (Mieke et al., 2018). MMP-9 also participates in angiogenesis by releasing vascular endothelial growth factor (VEGF) (Zeng et al., 2020). Moreover, studies have indicated that MMP-9 induces skin vasodilation and hyperpermeability by activating vascular endothelial cells in skin, thereby promoting the development of psoriatic lesions (Chen et al., 2020). At present, MMP-9 has been shown to play an important role in the pathogenesis of psoriasis (Kvist-Hansen et al., 2021; Lu et al., 2022). Therefore, we hypothesized that BZLF alleviated inflammation in psoriasis-like skin lesions and inhibited the proliferation of KCs, which was related to the downregulation of the LCN2/MMP-9 axis.

## 5 Conclusion

We examined the efficacy of the external application of BZLF in the treatment of psoriasis and analyzed its mechanism of action by RNA-seq and experimental validation. The specific regulatory mechanism of BZLF mainly involves the upregulation of lipid metabolism-related signaling pathways, downregulation of inflammation-related signaling pathways, and inhibition of the LCN2/MMP-9 axis. This study conducted a preliminary exploration of the external application of BZLF and provided an important material basis for the subsequent research and development of external TCM treatments.

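The lipid synthesis list held 40 genes, all tested, of which 8 are also in another list. In IMQ + BZLF against IMQ + NS samples the median log2 fold change was 0.074, with 22 genes above and 18 below 0 (camera adjusted p = 0.902, fry adjusted p = 0.350, limma). The median was -0.026 without IMQ + NS replicate 3 and -0.015 without IMQ + BZLF replicate 2. Of these genes 0 were DEGs, and 0 when adjusted over the list alone, while 6 were higher and 11 lower at an unadjusted p below 0.05. The mean of the list did not differ between the groups beyond the spread of the replicates (exact permutation test, two-sided, p = 0.571). In IMQ + NS against control samples the median was -0.34 (camera adjusted p = 0.146, fry adjusted p = 0.0181), with 9 lower DEGs, and also 9 when adjusted over the list alone. The paper concludes that BZLF raises signaling pathways of lipid metabolism, lowers those of inflammation and inhibits the LCN2/MMP-9 axis.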

## Data Availability

The data generated from this article can be found in the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/), using accession number GSE223468.

# Supplementary material for: Banzhilian formula alleviates psoriasis-like lesions via the LCN2/MMP-9 axis based on transcriptome analysis
**Source:** Front Pharmacol. 2023 Mar 6;14:1055363. doi: 10.3389/fphar.2023.1055363
**Supplement:** Supplementary file 1

**Table S1 Primer sequences for RT-PCR**

| GENE NAME | F | R |
| --- | --- | --- |
| CXCL2 | CCAACCACCAGGCTACAGG | GCGTCACACTCAAGCTCTG |
| LCN2 | GGCCAGTTCACTCTGGGAAA | TGGCGAACTGGTTGTAGTCC |
| MMP9 | TGGTCTTCCCCAAAGACCTG | CACAGCGTGGTGTTCGAATG |
| CXCL3 | GAAAGGAGGAAGCCCCTCAC | TGGCCAGCCAAGGAATACTG |
| CXCL1 | ACTCAAGAATGGTCGCGAGG | GTGCCATCAGAGCAGTCTGT |
| TNF-α | GGACTAGCCAGGAGGGAGAA | CGCGGATCATGCTTTCTGTG |
| IL-17f | TGCTACTGTTGATGTTGGGAC | CAGAAATGCCCTGGTTTTGGT |
| IL-17A | GCTGACCCCTAAGAAACCCC | GAAGCAGTTTGGGACCCCTT |
| S100a9 | CCAACATCTGTGACTCTTTAGCC | GCTCAGCTGATTGTCCTGGT |

**Table S2** **Core targets**

| Name | Degree | Betweenness Centrality | Closeness Centrality |
| --- | --- | --- | --- |
| IL1B | 52 | 0.27615383 | 0.43799472 |
| ITGAM | 45 | 0.11547751 | 0.41191067 |
| IL17A | 38 | 0.03043512 | 0.38248848 |
| CCL20 | 30 | 0.08163339 | 0.38248848 |
| PTGS2 | 27 | 0.14711819 | 0.4 |
| CXCL2 | 27 | 0.02384072 | 0.37471783 |
| SELL | 26 | 0.0376532 | 0.35546039 |
| MPO | 26 | 0.02424064 | 0.37387387 |
| TREM1 | 24 | 0.02933765 | 0.35622318 |
| LCN2 | 22 | 0.13116572 | 0.31619048 |
| SPRR1B | 21 | 0.03359795 | 0.36403509 |
| TLR1 | 19 | 0.02451712 | 0.3487395 |
| S100A8 | 17 | 0.12708705 | 0.38694639 |
| SPRR2D | 16 | 0.02772749 | 0.29020979 |
| LCE3D | 15 | 0.04909735 | 0.29590018 |
| IL36G | 14 | 0.05442934 | 0.35394456 |
| FGR | 14 | 0.01741578 | 0.35021097 |
| LTF | 13 | 0.03449498 | 0.33808554 |
| IL36RN | 13 | 0.02914056 | 0.35622318 |
| DEFB4A | 13 | 0.02162945 | 0.34800839 |
| MMP13 | 12 | 0.02072747 | 0.33333333 |
| LCE3E | 12 | 0.01869177 | 0.29225352 |
| CD22 | 11 | 0.04101338 | 0.32046332 |
| CD300LF | 11 | 0.01790967 | 0.32108317 |
| SLPI | 9 | 0.04344659 | 0.35169492 |
| CD79B | 9 | 0.02301223 | 0.29328622 |

**Table S3 Genes of combined-score with LCN2**

| Name | Gene definition | Combined score |
| --- | --- | --- |
| MMP-9 | Matrix metalloproteinase-9 | 0.999 |
| SLC22A17 | Solute carrier family 22 member 17; | 0.998 |
| LRP2 | Low-density lipoprotein receptor-related protein 2; | 0.987 |
| MMP-2 | Matrix metalloproteinase-2 (gelatinase a) | 0.973 |
| MC4R | Melanocortin receptor 4 | 0.973 |
| IL6 | Interleukin-6; | 0.967 |
| TIMP1 | Metalloproteinase inhibitor 1 | 0.966 |
| IL17A | Interleukin-17A | 0.958 |
| SAA1 | Serum amyloid A-1 protein; | 0.956 |
| IL-10 | Interleukin-10; | 0.954 |

How the deposited data were processed for this re-analysis (not part of the article)

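RNA-seq of mouse back skin was analysed in 12 samples, 4 each of the control, IMQ + NS and IMQ + BZLF groups, taken on day 10. The paper states 6.98 to 7.42 G of clean data per sample and 86.53 G in all. The authors aligned the reads with Bowtie2 to mRNA and to known and predicted lncRNA transcripts, computed FPKM and counts per gene with eXpress, tested the counts with DESeq2, and deposited the FPKM values of the 12 samples with 1 value per gene and sample. The values are normalized for transcript length and sequencing depth, are not on a log scale, and are not pooled over replicates. The counts and reads were not used here. The genome build, the annotation, the software versions and the BZLF dose of the sequenced samples are not stated. The 4 samples of a group carry numbers from 1 to 4. Neither the paper nor the sample labels say that the numbers pair samples across groups, so no pairing was used in the comparisons.

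Each sample's FPKM values added up to between 444660 and 506622. Of the gene symbols, 18369 were found in RefSeq, 0 were duplicated, and every column belonged to a sample. All 72 ribosomal protein genes had an FPKM above 0 in every sample. Across the samples Actb ranged from 721 to 1015 FPKM and Gapdh from 6.96 to 20.5 FPKM, so Gapdh was not used as a reference. Whether counts could be recovered was checked on 10991 low values, of which 24.5% lay within 0.05 of a whole multiple of the smallest value of their gene. Counts were therefore not rebuilt, and the sampling error of a single value could not be computed from a count. The precision of each mean is given by the 4 replicates.

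The analysis used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Genes with a mean FPKM of at least 0.1 over the 12 samples, 15288 in all, were tested on log2(FPKM + 0.1) with limma's linear model and moderated variances with a trend on expression, separately for each pair of groups of 4. P-values were adjusted by the Benjamini-Hochberg method. A gene was called a DEG at an adjusted p below 0.05 and a log2 fold change over 1 in size, as in the titles of Fig. 5, while the methods text of the paper gives an unadjusted p. The comparison of IMQ + BZLF with control samples, which the paper does not report, was added. The constant of 0.1 understates the fold change of genes with a low FPKM, and genes listed at 0 in all samples of a group have no fold change that can be estimated. For single genes and for the mean of a list, groups were also compared by a two-sided exact permutation test over all assignments of 4 and 4 samples.

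On simulated data, in which 200 of 15288 genes were changed, the method called 192 of them in the right direction (96%) and 4 unchanged genes. All simulated changes lay well past the limit on the fold change, so the recovery of changes near the limit was not covered. Noise was drawn for each gene apart. In 20 simulations without any changed gene and with the same kind of noise, the largest number of genes called was 0. In 100 simulated groups that differed from the IMQ + NS group only by noise taken from the replicates, which genes share, the median number of DEGs was 0 and the largest 245, against 385 in the comparison of IMQ + BZLF with IMQ + NS samples. Of 25 lists, the 1 with a simulated shift was found by camera, and 0 others were called by camera or fry. Noise for the lists was also drawn for each gene apart, so false calls from genes that move together were not covered.

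The genes named in the text were those that the paper names in its text, in Supplementary Tables S2 and S3 or in the labels of Fig. 5. To these were added the 5 largest rises and the 5 largest falls in IMQ + BZLF against IMQ + NS samples among DEGs with a mean FPKM of at least 1 and no overlap between the groups. Exceptions are marked where they occur. The results of a few genes are not reported here. The KEGG, Gene Ontology and STRING databases were not used here. Gene lists were written by hand for IL-17, NOD-like receptor, TNF and NF-kappa B signaling, chemokines, cytokines, cell adhesion molecules, calcium, cAMP and cGMP signaling, the cornified envelope, cysteine protease inhibitors and lipid synthesis. Lists for the composition of the sample covered neutrophils, B cells, T cells, macrophages, the interferon response, proliferation, hyperproliferative keratinocytes, sebaceous gland, adipocytes, skeletal muscle, hair shaft and inner root sheath, melanocytes, seminal vesicle and kidney. These 25 lists were tested with limma's camera at its preset correlation of 0.01 and with fry, with adjustment over the lists. The groups, the tests, the lists and the alternatives were chosen before the data were examined, with the following exceptions. A further 5 lists (pancreas, liver, brain, small intestine and stomach) were written after foreign transcripts had been seen. The tests on seminal vesicle genes, control replicate 2, hair growth and pancreas genes were chosen only after the result was seen.

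The alternatives were a constant of 0.01 or 1 in the logarithm, no filter on low values or a mean FPKM of at least 1, median ratio scaling, samples rescaled to equal sums, quantile normalization, all 12 samples in one fit, variances without a trend or with robust moderation, the replicate number as a block, an unadjusted p, no limit on the fold change, fry in place of camera, scaled genes in the principal component analysis, and each sample left out in turn. Coordinates of genes are from GENCODE mouse release 21 on GRCm38. The RT-PCR, Western blot, histology and HPLC experiments have no deposited data and were not analysed here.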

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

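The tests on seminal vesicle genes, on control replicate 2 and on hair growth in this part were chosen only after the result was seen.

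Sample groups of 4 were searched for a highest or lowest sample whose gap to the nearest other sample, divided by the range of the group, was above 0.829. Of 249 groups tested, over the gene lists and named genes, 30 met this, where 12.45 would be expected by chance. The groups are not independent, since lists share genes and several of the genes move together. Control replicate 2 was the far sample in 9 of the 30.

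In control replicate 2, the calcium, cAMP and cGMP signaling list (0.857) and the skeletal muscle list (0.89) were low, and Srebf2 (0.846) was high. Genes of the hair shaft and inner root sheath lay a median of 2.26 (log2) above the other 3 controls in this sample, and melanocyte genes 3.76 above. Krt71 had an FPKM of 638 in it and of 14.6, 6.36 and 5.04 in the others. Mki67 had an FPKM of 23.7 against 3.55, 2.10 and 2.38. A swap with an IMQ-treated sample is argued against by the hyperproliferative keratinocyte genes, which lay 0.022 above the other controls in this sample and 7.36 above them in the IMQ + NS group, and by the IL-17 list, which differed by -0.046 from them. Hair growth at the time of sampling is a candidate explanation, since the hair genes rose without these inflammation genes, but it was found and tested on the same data. Lower muscle content of the piece taken was not tested apart from this, and skeletal muscle genes differed by -1.18 from the other controls.

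Seminal vesicle genes were far above the other samples of the group in control replicate 2 (list 0.971, and 1 for each of Svs2, Svs4, Svs5, Svs6 and Pate4) and in IMQ + BZLF replicate 2 (list 0.931, Svs2 0.965, Svs4 0.925, and 1 for each of Svs5, Svs6 and Pate4). Svs4 had an FPKM of 12.3 and 13.1 in these samples. Of the 11 genes of the list, 5 are named by the paper in the labels of Fig. 5. Without Spink1, 9 genes in the first sample and 10 in the second had an FPKM of at least 0.5, and 0 did in any of the other 10 samples. This argues against an effect of the treatments, because 1 sample of an untreated and 1 of a treated group had the transcripts and the other 3 of each did not. RNA or reads shared between the libraries with the same number may account for it. The seminal vesicle genes differed by a mean of 0.22 (log2) between control and IMQ + BZLF samples of the same number. With the transcripts in only 1 sample of each group, every pairing that joins these 2 samples is as close or nearly so. The match therefore decides nothing, and separate amounts of tissue taken with the samples stay open as well. The same holds for Kap, a kidney gene, which was far above the others in control replicate 1 (1) and IMQ + BZLF replicate 1 (1), with an FPKM of 5.27 and 3.64. The kidney list was high in IMQ + BZLF replicate 1 (0.846), where 4 of its 16 genes were tested, and without this sample its median in IMQ + BZLF against IMQ + NS samples was -0.00064 in place of 0.33 (camera adjusted p = 0.772). The seminal vesicle list had a median of -1.20 in IMQ + NS against control samples, or -2.08 with genes at 0 set to their bound (camera adjusted p = 0.187), and 1.02, or 2.07 with the bounds, in IMQ + BZLF against IMQ + NS samples (camera adjusted p = 0.0179, fry adjusted p = 0.423). Without control replicate 2 the first of these medians was 0, and without IMQ + BZLF replicate 2 the second was 0. Svs2, Svs4, Svs5, Svs6, Pate4 and Kap were DEGs under none of the alternatives, an unadjusted p included.

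IMQ + NS replicate 3 was the highest of its group for Mki67 (0.971), Ptgs2 (0.9) and S100a7l2 (1), and the lowest for Krtap9-5 (0.829). IMQ + BZLF replicate 1 was the lowest of its group for the macrophage list (0.869), the interferon response list (0.908), Ccl20 (0.841) and Mmp2 (0.865) and the highest for the melanocyte list (0.888). Lce3a was highest in IMQ + BZLF replicate 2 (0.893), Sprr2d in control replicate 4 (0.912) and Il10 in control replicate 3 (0.829). Il10 and Krtap9-5 were at the limit. No technical or biological explanation of these was tested. The FPKM estimated for a single fragment was 0.975 to 1.04 times that of control replicate 1 over the samples. Only values close to the smallest value of their gene entered this estimate. The ratio was therefore bound to lie near 1 and decides nothing about depth. Counts could not be rebuilt. The paper states 6.98 to 7.42 G of clean data per sample. S100a7l2 was near 0 in the IMQ + NS group, with a mean of 0.0284 FPKM.

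Lists of cell types and tissues that the paper does not report moved with IMQ. Hair shaft and inner root sheath genes had a median log2 fold change of 7.68 in IMQ + NS and 8.05 in IMQ + BZLF against control samples (camera adjusted p = 2.2e-18 and 4.5e-23), with all 37 genes higher DEGs in both. The medians were 3.04 and 3.40 for melanocytes (0.0211 and 0.00161), -2.83 and -2.40 for skeletal muscle (1.9e-10 and 5.1e-10), -1.31 and -1.28 for adipocytes (2.2e-05 and 2.1e-04) and -1.07 and -1.35 for the interferon response (2.0e-04 and 8.6e-06). Sebaceous gland genes had a median of -1.05 in IMQ + NS samples (0.0117), and of -0.91 in IMQ + BZLF samples. Each of these lists also passed fry. B cell genes had a median of 1.31 in IMQ + NS against control samples over 7 genes (0.0368), with the higher DEGs Blk, Cd22, Cd79b and Jchain, named after their values were seen, and -1.06 in IMQ + BZLF against IMQ + NS samples. The first of these was not past the threshold without control replicate 2 (1.05) or IMQ + NS replicate 2 (1.33), nor without a filter on low values, with a mean FPKM of at least 1 or with all 12 samples in one fit. All groups were shaved, the control group received petroleum jelly, and the hair cycle of the mice is not stated. IMQ, the gauze and film dressing, the hair cycle and the depth of the piece of skin taken are confounded with the groups. A difference in scaling would move all genes one way and is argued against by lists that moved in opposite directions. Of the control samples, the one with raised hair genes also had raised proliferation genes, by a median of 2.81 (log2), and a hair cycle that differed between the groups may therefore contribute to the proliferation genes of the IMQ-treated skin. With only 1 such control, this cannot be told apart from proliferation of the epidermis.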

How the results depend on the processing

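The alternatives were set in advance, and no test in this part was chosen after the result was seen.

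With 1 in place of 0.1 added before the logarithm, IMQ + NS against control samples had 1023 lower DEGs, IMQ + BZLF against IMQ + NS had 17 higher and 188 lower, IMQ + BZLF against control had 979 higher and 865 lower, and the overlap was 126 genes lowered and 17 raised by BZLF. A larger constant shrinks the fold change of genes with a low FPKM by construction. Without a filter on low values 26 overlapping genes were raised by BZLF. More genes share the adjustment there, and unadjusted p-values from limma rose as well. That of Mpo after BZLF went from 2.4e-04 to 6.5e-04, and that of S100a9 from 5.7e-09 to 1.8e-07. The shares of these changes in the lower number were not separated. With a mean FPKM of at least 1 the overlap lowered by BZLF was 136, where fewer genes were tested. With an unadjusted p, 88 genes were higher in IMQ + BZLF than IMQ + NS samples and 66 of the overlapping genes were raised by BZLF. With no limit on the fold change, which only adds genes, the DEGs were 4427 higher and 4142 lower in IMQ + NS against control, 195 and 791 in IMQ + BZLF against IMQ + NS, and 3640 and 4458 in IMQ + BZLF against control, and the overlap was 506 lowered and 143 raised. Other alternatives, single samples apart, kept these counts within 1.5 times. Scaling the genes gave 54.6% and 12.4% of the variance on the first 2 principal components in place of 76.4% and 8.10%, and the cause was not tested.

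A difference in the scaling of the samples is argued against as the source of the DEGs after BZLF, since the largest ratio between their number as deposited and under another scaling was 1.06. This is for the total. The higher DEGs were 49 as deposited and 61, 56 and 62 with median ratio scaling, equal sums and quantile normalization, and the lower ones 336 and 302, 311 and 309, so scaling moved the 2 directions oppositely, each within 1.5 times. In each comparison, 1 of the 35 splits of the 8 samples into 4 and 4, the real one, gave as many DEGs, and the next largest numbers were 1, 1 and 0.

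The median of all genes in IMQ + NS against control samples was 0.053 as deposited, -0.074 with samples rescaled to equal sums and -0.071 with quantile normalization, so values near 0 there are read against that shift. Mmp9 in this comparison was -0.048 and -0.064 under these 2 scalings (adjusted p from 0.803 to 0.933 over the alternatives other than single samples). Chemokine genes had medians of -0.0023 with median ratio scaling, -0.094 with equal sums and -0.048 with quantile normalization, and TNF genes -0.0040, -0.096 and -0.064, all between IMQ + NS and control. T cell genes had a median of -0.21 there with a mean FPKM of at least 1. In IMQ + BZLF against IMQ + NS samples, the calcium, cAMP and cGMP list had medians of 0.045, 0.022 and 0.034 under the 3 scalings, and Mmp2 had 0.0014 with median ratio scaling and 0.0056 with quantile normalization. In IMQ + BZLF against control samples, neutrophil genes had medians of -0.24 with a mean FPKM of at least 1, -0.026 with equal sums and -0.18 with quantile normalization, and seminal vesicle genes had 0.030 with a constant of 0.01, 0.0060 without a filter and 0.046 with median ratio scaling. The T cell list started at 0.23 and the others near 0, and the cause of each reversal was not tested.

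With single samples left out, higher DEGs in IMQ + BZLF against IMQ + NS ranged from 19 (without IMQ + BZLF replicate 2) to 78 (without IMQ + BZLF replicate 1) and the overlapping genes raised by BZLF from 16 to 69 (the same samples). Mmp9 in IMQ + NS against control ranged from -0.24 (without IMQ + NS replicate 3) to 0.33, and the lipid synthesis list after BZLF from -0.026 to 0.10. Reversals among other results were in ranges from -0.15 to 0.16 for Mmp2 after BZLF, -1.94 to 0.11 for Svs2 in IMQ + NS against control, -0.039 to 1.93 for Svs2 after BZLF, -0.15 to 0.46 for S100a7l2 after BZLF, -0.061 to 0.15 for chemokine, -0.039 to 0.10 for TNF and -0.11 to 0.043 for NOD-like receptor genes in IMQ + NS against control, -0.00064 to 0.46 for kidney and -0.0065 to 0.24 for sebaceous gland genes after BZLF, and -0.057 to 0.18 for neutrophil and -1.20 to 1.04 for seminal vesicle genes in IMQ + BZLF against control. The causes were not tested. Lcn2 kept its direction and its side of the threshold in both comparisons under every alternative, with 4.12 to 4.38 in IMQ + NS against control over those other than single samples. The IL-17 list did so as well in the same 2 comparisons. Of 132 results for other named genes, 95 kept direction and side of the threshold throughout, and 19 lost the threshold with 1 added before the logarithm. Of 64 results for other lists, 37 kept both throughout.

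With the replicate number as a block (replicate block), 47 genes were higher and 335 lower in IMQ + BZLF against IMQ + NS samples, and 41 overlapping genes were raised by BZLF. The correlation between the residuals of samples with the same number in that comparison was 0.094, -0.025, 0.17 and 0.26. The medians over samples of other numbers were -0.064, 0.089, -0.087 and -0.11. The same-number value was the higher one except for number 2, and whether samples were paired stays open. Changes in genes with a mean below the filter of 0.1 FPKM were not tested, apart from the alternative without a filter.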

Differences from the paper's values

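No test in this part was chosen after the result was seen.

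The paper reports 121 genes higher in IMQ + BZLF than IMQ + NS lesions, and 49 were found here. Of the alternatives set before the data were examined, an unadjusted p, which the methods text of the paper names, gave 88, within 1.5 times of the paper's value. None of the others did, and with no limit on the fold change the number was 195. Of the overlapping DEGs, the paper reports 92 that were raised by BZLF, and 40 were found here. An unadjusted p gave 66 and leaving out IMQ + BZLF replicate 1 gave 69, both within 1.5 times of the paper's 92. The remaining alternatives did not close this gap, and with no limit on the fold change the number was 143.

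The paper's Fig. 5A labels Svs2, Svs4, Svs5, Svs6, Pate4 and Kap as lower in IMQ + NS lesions, and Fig. 5B labels Svs4, Svs5, Svs6 and Kap as higher after BZLF. None of them was a DEG here under any alternative. In IMQ + BZLF against IMQ + NS samples the adjusted p was 0.469 for Svs4, 0.515 for Svs5, 0.517 for Svs6 and 0.518 for Kap. Of the 20 labels of Fig. 5A, 14 were DEGs here in IMQ + NS against control samples. Of the 20 labels of Fig. 5B, 11 were DEGs here, and 4 had a mean below the filter.

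Mrgprb3, labelled in Fig. 5B, had a log2 fold change of 1.27 after BZLF (adjusted p = 0.146) and was called only with an unadjusted p. Dner, Hapln2 and Tdrd5 of Fig. 5B and Lrp2, which the paper lists among the DEGs, were below the filter of 0.1 FPKM, so only the alternative without a filter tested them. They were not called there. Dner missed only the limit on the fold change, with 0.93 after BZLF (adjusted p = 0.0374 from limma) and no overlap between the groups, on a scale that understates the fold change of genes with a low FPKM. 1700024G13Rik of Fig. 5B was also below the filter. It was listed at 0 in all control and IMQ + NS samples and had 0.287 ± 0.0824 FPKM (SD, n = 4) in the IMQ + BZLF group, and it was called with no filter on low values. Timp1, which the paper lists among the DEGs, was not a DEG after BZLF under any alternative (-0.71, adjusted p = 0.0794). Cd22, among the core targets, had -1.10 after BZLF (adjusted p = 0.0544) and was called with quantile normalization (-1.09), without IMQ + NS replicate 4 (-1.31) and with an unadjusted p. Over the alternatives the adjusted p of Cd22 ranged from 0.0352 to 0.151. Defb4a, another core target, has no entry under this symbol in the deposited values, and Defb4, which has one, was not counted in its place. Mpo is among the core targets with no direction stated, and it was the only one higher after BZLF here.

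The paper states, from KEGG enrichment among its DEGs, that BZLF raised calcium, cAMP and cGMP-PKG signaling. The list for these, written by hand, had a median of -0.0083 after BZLF over all its tested genes, which is an unlike measure. The paper states that MMP-9 was elevated in IMQ-treated skin, and Mmp9 had a log2 fold change of 0.085 there in the RNA-seq values (adjusted p = 0.862). The paper states that BZLF raised lipid metabolism pathways. The lipid synthesis list, written by hand and covering synthesis only, had a median of 0.074. The paper states that BZLF lowered the proliferation marker Ki67, which it counted as stained cells in sections. Mki67 RNA of the whole piece of skin had -0.11 after BZLF (adjusted p = 0.422 from limma), so the measures differ in kind.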

Other observations

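The tests on pancreas genes in this part were chosen only after the result was seen. The tests on neutrophil and calcium genes were not.

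The comparison of IMQ + BZLF with control samples gave 1475 higher and 1542 lower DEGs. Of the 1740 genes higher in IMQ + NS than control samples, 910 were lower and 830 higher in IMQ + BZLF than IMQ + NS samples, with a median log2 fold change of -0.021. Of the 1678 lower genes, 1337 were higher and 341 lower, with a median of 0.25, and 1255 were still DEGs against control. The IL-17 list had a median of -0.079 in IMQ + BZLF against control samples (camera adjusted p = 0.695). The other 6 lists of inflammatory genes were below control by both tests, with medians of -0.71 for NOD-like receptor signaling (camera adjusted p = 0.00161, fry adjusted p = 0.00574), -0.67 for chemokines (0.00155 and 0.00574), -0.48 for cell adhesion molecules (0.0227 and 0.0377), -0.45 for cytokines (0.0215 and 0.0315), -0.38 for TNF signaling (0.00219 and 0.00159) and -0.27 for NF-kappa B signaling (0.0130 and 0.00582).

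Inflammatory genes that the paper measured were also in the RNA-seq values. Tnf had an FPKM of 2.35 ± 0.828 (SD, n = 4) in the control group, 1.66 ± 0.446 in the IMQ + NS group and 0.386 ± 0.215 in the IMQ + BZLF group, with log2 fold changes of -0.45 (adjusted p = 0.187 from limma) and -1.93 (adjusted p = 0.0108). With 1 added before the logarithm the fall of Tnf was -0.94 and not a DEG. Cxcl1 had log2 fold changes of 0.90 (adjusted p = 0.0230), which passed the limit on the fold change without control replicate 3 (1.01) or 4 (1.08), and -2.05 (adjusted p = 0.0108).

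Mki67 had an FPKM of 7.93 ± 10.5 in the control group, 22.3 ± 1.62 in the IMQ + NS group and 20.7 ± 1.69 in the IMQ + BZLF group. Its log2 fold change in IMQ + NS against control samples was 2.26 (adjusted p = 0.0189). It was not a DEG without control replicate 1 (2.14), 3 (1.90) or 4 (1.96). The proliferation list of 28 genes had a median of 1.69 in IMQ + NS against control (camera adjusted p = 4.6e-04, fry adjusted p = 0.0702, exact permutation test of the list mean, two-sided, p = 0.143). In control replicate 2 the list mean was above that of every IMQ + NS sample, and in the other controls it was below. Against those other controls the median was 2.40, in a comparison chosen after the result was seen. After BZLF the median was -0.20 against IMQ + NS samples, with all 28 genes below 0 and 0 DEGs, 0 also when adjusted over the list alone, and 16 lower at an unadjusted p below 0.05 (camera adjusted p = 3.0e-07, fry adjusted p = 0.0387). The list mean differed by -0.20 with no overlap between the groups (exact permutation test, two-sided, p = 0.0286). With all 12 samples in one fit the camera adjusted p of this fall was 0.515, and over the alternatives it ranged from 1.6e-08 to that value. The 17 hyperproliferative keratinocyte genes, of which 13 are also in another list and 8 are named by the paper, had a median of 7.44 with IMQ and -4.08 after BZLF, with 15 lower DEGs and 15 when adjusted over the list alone. Against control samples their median was still 2.22 in the IMQ + BZLF group.

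Among the lists in IMQ + BZLF against IMQ + NS samples not given elsewhere, skeletal muscle had a median of 0.48 (camera adjusted p = 2.7e-06, fry adjusted p = 0.165), hair shaft 0.32 (1.5e-09 and 0.149), melanocytes 0.32 (0.00405 and 0.350), adipocytes 0.31 (1.0e-04 and 0.165), sebaceous gland 0.12 (0.0543 and 0.655) and the interferon response -0.17 (0.492 and 0.637). None of these passed fry. Without IMQ + BZLF replicate 1, the median was 0.20 for hair shaft and 0.075 for melanocyte genes, the latter no longer past camera (adjusted p = 0.177). Sebaceous gland genes passed camera without IMQ + NS replicate 1 (0.23, adjusted p = 0.00148) or IMQ + BZLF replicate 1 (0.24, adjusted p = 0.00526) and had a median of -0.0065 without IMQ + BZLF replicate 2. The interferon response passed it without IMQ + NS replicate 2 (-0.27, adjusted p = 0.0274). In IMQ + NS against control samples, T cell genes had a median of 0.23 (camera adjusted p = 0.695), macrophage genes -0.49 (0.146) and kidney genes -0.90 (0.166, with a fry adjusted p of 0.00705).

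Neutrophil genes fell more after BZLF than T cell, macrophage and B cell genes together. The mean difference between the 28 neutrophil genes and the 32 other genes was -1.59 (log2, exact permutation test, two-sided, p = 0.0286), and the medians were -2.38 and -0.54. This argues against a general loss of all immune cells from the samples. Fewer neutrophils in the lesion and lower expression in the neutrophils and keratinocytes present, which the design does not separate, stay open. More skeletal muscle in the IMQ + BZLF samples was weighed for the calcium, cAMP and cGMP list, and without the 3 genes that are also muscle genes its median was -0.044, so with no shift in the list to explain, nothing was decided.

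Pancreas genes were present in the skin samples. The median FPKM of 28 pancreas genes was 13.2, 12.9, 15.7 and 1.37 in control replicates 1 to 4, 2.75, 3.74, 13.7 and 0.0317 in the IMQ + NS replicates and 13.4, 13.4, 13.9 and 1.31 in the IMQ + BZLF replicates. Other lists of foreign tissues had highest sample medians of 0.0893 for brain, 0.147 for liver, 0.225 for small intestine, 0.0350 for kidney and 1.06 for stomach. Of the 28 pancreas genes, 0 were DEGs in any comparison, and at an unadjusted p below 0.05 there was 1 lower gene in each comparison with control and 0 in IMQ + BZLF against IMQ + NS. The list was written after some of its values had been seen. Between control and IMQ + BZLF samples of the same number the mean difference was 0.27 (log2), the smallest of the 24 possible pairings (exact permutation test, one-sided, p = 0.0417, the smallest p they can give), with 0.30 for the next closest. By the same exact permutation test it was 1.66 between control and IMQ + NS samples, also the smallest (p = 0.0417), with 1.67 for the next closest, and 1.60 between IMQ + NS and IMQ + BZLF samples, where 2 of the 24 pairings were as close (p = 0.0833). Separate amounts of pancreas taken with each sample would give no such match, but the next closest pairing was nearly the same, since 3 of the 4 control and 3 of the 4 IMQ + BZLF samples had similar levels. RNA or reads shared between libraries prepared side by side is a candidate explanation. The order of library preparation and sequencing is not known, so these explanations cannot be told apart.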
